# Genome-Wide Identification of the *ARF* Gene Family and ARF3 Target Genes Regulating Ovary Initiation in Hazel via ChIP Sequencing

**DOI:** 10.3389/fpls.2021.715820

**Published:** 2021-08-10

**Authors:** Heng Wei, Yunqing Cheng, Ying Sun, Xingzheng Zhang, Hongli He, Jianfeng Liu

**Keywords:** hazel, auxin response factor, ovary initiation, ovule development, ChIP-Seq

## Abstract

Hazel (*Corylus* spp.) is an economically important nut species with a unique biological characteristic of ovary differentiation and development initiating from the ovary primordium after pollination. Auxin participates in ovary initiation and has an essential impact on hazel fruit yield and quality. The regulation of auxin in ovary development is thought to be related to auxin response factors (ARFs); however, its detailed regulatory mechanism remains unclear. The spatiotemporal expression pattern of *C. heterophylla* ARF3 (ChARF3) was accessed via *ARF* gene family member identification and expression abundance analysis as well as immunohistochemistry. ChARF3 target genes were identified via chromatin immunoprecipitation followed by next-generation sequencing (ChIP-Seq). In total, 14 *ChARF* members containing at least B3 and Auxin_resp domains were found to be distributed on 9 of 11 chromosomes, and the protein molecular weights were predicted to range from 70.93–139.22 kD. Among eight differentially expressed *ChARFs, ChARF3* showed the most significant differences over four ovary developmental stages. Immunohistochemical analysis revealed that ChARF3 was expressed in the ovary primordium and funiculus, integument, endosperm, radicle, and cotyledon indicating its potential regulatory roles in ovary differentiation and development. In total, 3,167 ChARF3 target genes were identified through ChIP-Seq in four ovary developmental stages and were significantly enriched in the biosynthesis of secondary metabolites (ko01110), phenylpropanoid biosynthesis (ko00940), and phytohormone signal transduction (ko04075). ChARF3 was hypothesized to be involved in the regulation of auxin-induced genes and the transcription factors *MADS, AP2/ERF, TCP, FT*, and *LFY*. These results suggest that ChARF3 may regulate ovary initiation and ovule development by mediating genes related to auxin biosynthesis and transport, cell division and proliferation, and flower and fruit development. This study provides new insights into the molecular mechanism of hazel yield formation.

## Introduction

Hazel (*Corylus* spp.) is an economically important nut species belonging to the family Betulaceae. Hazel kernel is a traditional dry food and an essential raw material used for oil, powder, jam, and kernel crumb in food processing industries (Amaral et al., 2006). The final fruit size and kernel plumpness, the most desirable traits determining the hazelnut market price, are determined by ovary initiation and ovule filling, which comprise a complex series of developmental events (Cheng et al., 2018b; Liu et al., 2020). Fruit initiation (namely fruit set), an important reproductive process, is defined as the development of an ovary into a fast-growing young fruit via successful pollination and fertilization (Tang et al., 2015). In most flowering plants, the ovule containing the egg cells is present at the time of pollination, resulting in a short fertilization window (Liu et al., 2014a). However, in hazel, the entire ovary and ovules are absent at the time of pollination (Liu et al., 2014a); the ovary and ovule primordium begin to differentiate only after pollination and extension of the pollen tube to the stigma and are gradually formed within ~50 days, resulting in a much longer window for fertilization of the ovule and embryo sac maturation (Liu et al., 2014a,b). There are only several layers of ovary primordium cells in the female inflorescence at the time of blooming, and the ovary comprises pericarp, parenchyma, and ovule when fertilization is completed (Liu et al., 2014a,b). During this period, the ovary undergoes a series of complex biological events, and a better understanding of the initiation of ovary development is beneficial to clarify the mechanism of hazel yield formation.

Auxin concentration in the female inflorescence is promoted by pollination, and auxin tends to accumulate at the growth center of pistillate inflorescences and young ovaries, suggesting its important role in regulating ovary differentiation and development (Cheng et al., 2018b). Auxin response factors (ARFs) play central roles in conferring auxin-mediated responses by selecting target genes in plants (Liscum and Reed, 2002). At present, knowledge of the biological function of individual ARFs related to flower and fruit development has been mainly obtained from the studies of model plants, such as *Arabidopsis thaliana* (Li et al., 2016b). In *A. thaliana*, ARF1 and ARF2 regulate senescence and floral organ abscission (Ellis et al., 2005). Functional analysis of ARF2 indicates that it regulates auxin signaling, cell division, and the size of seeds and other organs (Ellis et al., 2005). ARF3/ETTIN (ETT) interacts with AGAMOUS (AG) and APETALA2 (AP2) in floral meristem determinacy (Liu et al., 2014). ARF5/MONOPTEROS (MP) is critically required for embryonic root and ovule development (Weijers et al., 2006; Cucinotta et al., 2021). ARF8 regulates fertilization and fruit development (Goetz et al., 2006), whereas ARF6 and ARF8 act redundantly in flower maturation (Nagpal et al., 2005). Previous studies have confirmed the important role of ARFs in the regulation of flower and fruit development. In this study, all members of the *ARF* gene family in the hazel genome were identified, followed by the identification of *C. heterophylla ARF* (*ChARF*) at the transcriptional level. Furthermore, immunohistochemical (IHC) analysis using ChARF3-specific antibodies was performed to provide molecular evidence of the involvement of ChARF3 in ovary development. Finally, ChARF3 target genes were identified via chromatin immunoprecipitation followed by next-generation sequencing (ChIP-Seq). This study provides new insights into the molecular mechanism of hazel yield formation.

## Materials and Methods

### Plant Materials

In 2019, plant samples were collected from a hazel orchard in Siping, Jilin Province, China. The primary hazelnut cultivar was *C. heterophylla* × *C. avellana* “Dawei” using *C. heterophylla* × *C. avellana* “Bokehong” as a pollination cultivar. These cultivars were identified using a simple sequence repeat-based technique with seven primer pairs (Cheng et al., 2018a) at the College of Life Sciences, Jilin Normal University. Sampling and sample pretreatment for the IHC and ChIP experiments were performed as described in previous studies (Cheng et al., 2018b; Liu et al., 2020), with minor modifications. In total, 40 15-year-old “Dawei” trees were randomly selected and used as the study material. On April 7, ~2,000 quality “Dawei” pistillate inflorescences were randomly bagged and tagged; each of the selected trees had approximately 50 tagged inflorescences. On April 17, more than 18 0.5-m-long twigs were cut from six study trees for exogenous auxin and auxin inhibitor treatment. On April 20 (blooming date), artificial pollination was performed to exclude the possibility of self-pollination on the same day. For further IHC and ChIP experiments, samples were collected on May 30, June 30, and July 30, 10 days later than that described before and between the sampling time points of ovule formation (Ov1 stage), early ovule growth (Ov2 stage), rapid ovule growth (Ov3 stage), and ovule maturity (Ov4 stage), respectively. Thus, the samples used in this study were named Ov1.1, Ov2.1, and Ov3.1 to distinguish them from previous samples for RNA sequencing (RNA-Seq) (Liu et al., 2020). For the IHC experiment, pistillate inflorescences or young fruit were immediately placed in liquid nitrogen. For the ChIP experiment, ovules [>0.1 g (g fresh weight)] were isolated manually from the pistillate inflorescences or fruit clusters; thereafter, only medium-sized ovules, among all isolated ovules from the same development stage, were immediately treated with 1% formaldehyde before placing in liquid nitrogen. The voucher specimens of these materials have been publicly deposited in Shenyang Agriculture University, Shenyang, China. All field experiments were conducted in compliance with the Convention on the Trade in Endangered Species of Wild Fauna and Flora.

### Identification and Phylogenetic Analysis of *ChARF* Family Genes

A local database of hazel protein sequences was constructed using the genomic data of *C. heterophylla*. ARF protein sequences of the model plants *A. thaliana* (AtARF) and *Oryza sativa* (OsARF) were downloaded from the Arabidopsis Information Resource (https://www.arabidopsis.org/) and the Rice Genome Annotation Project (http://rice.plantbiology.msu.edu/), respectively (Wang et al., 2007). The collected sequences were used as queries to search for hazel ARF homologs using BioEdit v7.0.9.0 (Hall, 1999) based on the Basic Local Alignment Search Tool (BLAST)P program (E < 1e-20) in the local hazel database. Meanwhile, the keywords “ARF” and “auxin response factor” were used for direct retrieval on the HazelOmics Database (HOD; http://122.9.151.76/). After eliminating redundant sequences, the Pfam database (https://pfam.xfam.org/search#tabview=tab1) and the Conserved Domain Database (Lu et al., 2020) (https://www.ncbi.nlm.nih.gov/Structure/bwrpsb/bwrpsb.cgi) were used to verify sequences, and the sequences without B3-like DNA-binding (PF02362) and Auxin_resp (PF06507) domains were deleted. ProtParam (Gasteiger et al., 2005) (http://web.expasy.org/protparam/) was used to predict the fundamental physicochemical properties of hazel ARF proteins. WoLF PSORT (https://wolfpsort.hgc.jp) and the Plant-mPLoc Server (Chou and Shen, 2010) (http://www.csbio.sjtu.edu.cn/bioinf/plant-multi/#) were used to predict subcellular localization of hazel ARF proteins.

The grape (Wan et al., 2014) and peach (Li et al., 2016a; Diao et al., 2020) ARF protein sequences (VvARF and PpARF) were collected from the Phytozome v12.0 database (https://phytozome.jgi.doe.gov/pz/portal.html). The Muscle program in the Molecular Evolutionary Genetics Analysis (MEGA, v7.0) software was used to align hazel ARF protein sequences to those from *A. thaliana*, rice, grape, and peach. A neighbor-joining (NJ) tree was constructed based on alignment results using MEGA v7.0 (Kumar et al., 2016), and parameters were set as follows: number of differences model, partial deletion with 95% site coverage cutoff, and bootstrap = 1000. TBtools v1.046 (Chen et al., 2020) was used to display gene structures of hazel *ARF* with the annotation GFF3 file from the HOD. Multiple alignment of hazel ARF proteins was performed using the ClustalW program in the MEGA v7.0 and DNAMAN v9.0.1.116 software. Another phylogenetic tree with only hazel ARF protein sequences was constructed using the maximum-likelihood method with the following parameters: Poisson correction model, partial deletion, and bootstrap = 500. Multiple Em for Motif Elicitation (MEME, v5.2.0) (http://meme-suite.org/tools/meme) (Bailey et al., 2009) was used to predict the conserved domain structure of hazel ARF proteins. The number and the length of motifs were set to 15 and 10–300 amino acids (aa), respectively.

### *ChARF* Expression Profile Analysis

The expression profiles of hazel *ARF* family genes were visualized with a heatmap using EvolView v3 (Subramanian et al., 2019) (https://www.evolgenius.info/evolview/) by compiling the RNA-Seq data with three biological replicates of hazel at four successive ovule developmental stages from the previous study (Liu et al., 2020). The gene expression level was determined according to Fragments Per Kilobase of exon model per Million mapped fragments (FPKM).

### ChARF3 IHC Localization Analysis

More than 18 twigs with only pistillate inflorescences, based on the emasculation and bagging results when the female flower was ready to bloom, were used for IHC. Soon afterward, twigs were transferred to the laboratory, soaked in beakers filled with tap water, and cultured in GXZ-160 incubators with the temperature set to 25°C and light intensity at 900 μmol m^−2^ s^−^1. The flower twigs were divided into three groups with similar inflorescence size, number, and developmental stage. Twenty-four h after artificial pollination using pollen from *C. heterophylla* × *C. avellana* “Bokehong,” female flowers from three groups were infused with 0.1 mg/L indole-3-acetic acid (IAA), 0.5 mg/L 2,3,5-triiodobenzoic acid (TIBA), or distilled water every 24 h, three times, respectively. The three abovementioned solutions contained 0.01% Dow Corning Q2-5211 surfactant. One week after the last treatment, pistillate inflorescences of the pollinated female flowers were sampled, fixed in 4% paraformaldehyde for 16 h at 4°C, and then stored in 70% alcohol at 4°C for subsequent IHC experiments.

Paraffin embedding and slicing of pistillate inflorescences or young fruit followed the method of Liu et al. (2012). Sections were washed in phosphate-buffered saline (PBS) three times for 5 min, microwaved for antigen retrieval, when needed, in 10 mM citric acid buffer (pH 6.0) for 5 min after the liquid started to boil, and then cooled at 25°C. Following pretreatment, sections were blocked with QuickBlock Blocking Buffer (Beyotime, Shanghai, China) for 10 min at 37°C and then incubated overnight at 4°C with the primary polyclonal antibody against ChARF3, diluted in antibody diluent (Beyotime, Jiangsu, China). The specific antibody against a 380 aa long peptide sequence (1–380 aa) containing unique regions in ChARF3 (Supplementary Figure 1) was synthesized by ABclonal Biotechnology Co., Ltd. (Wuhan, China). After three washes in PBS, sections were treated for 30 min at 4°C in PBS containing 0.3% Triton X-100 and 3% NGS and incubated with goat anti-rabbit IgG-horseradish peroxidase (Solarbio, Beijing, China) at a 1:500 dilution. To visualize ChARF3, sections were incubated with diaminobenzidine (0.05 ng/mL, Sigma), 0.01% H_2_O_2_, and 0.15% nickel ammonium sulfate. This reaction was quenched with distilled water when the staining intensity was optimum (5 min). Controls were incubated without the secondary antibody. Finally, the sections were observed and photos were acquired using a light microscope (COIC, Chongqing, China).

### ChARF3 ChIP-Seq Analysis

Fresh ovules from stages Ov1.1, Ov2.1, and Ov3.1 were collected for the ChIP-Seq experiment, which was performed according to previously described methods (Kaufmann et al., 2010; Ricardi et al., 2010). Briefly, the chromatin complexes were isolated and sonicated to shear DNA into 200–600 bp fragments. Thereafter, the specific anti-ChARF3 antibody (ABclonal, Wuhan, China) was used for immunoprecipitation of samples, excluding input controls. After reverse cross-linking, protein digestion, and DNA precipitation, immunoprecipitated DNA was recovered and quantified using a Qubit 4.0 Fluorimeter (*Invitrogen*, Carlsbad, USA). After dilution to 1.5 ng/μL, the DNA quality and insert size were evaluated using agarose gel electrophoresis. Three pairs of input control and antibody-treated ChIP-Seq libraries were constructed and high-throughput sequencing was performed at the Origin-gene Biomedical Technology Co., Ltd. (Shanghai, China), using the Illumina Novaseq 6000 platform. After sequencing six control or antibody-treated libraries, raw reads were subjected to quality filtering using the NGS QC Toolkit (Patel and Jain, 2012) with default parameters. Clean reads were aligned to the reference *C. heterophylla* genome from HOD using Bowtie2 (Langmead et al., 2009) to obtain genome-matched reads. For peak calling, the Bowtie2 alignment output for the six libraries was used together as input for Model-based Analysis of ChIP-Seq (MACS2) (Wu et al., 2013), with a *q*-value threshold of 0.05 to detect peaks (the potential binding sites) of the ChARF3 transcription factor (TF). Subsequently, each peak's signal value in the genome was obtained using the Reads Per Kilobase calculation method per Million mapped reads (RPKM). For each sample, the average signal values of all genes in its library were calculated and the curve and heatmap were created using deepTools (Ramírez et al., 2014).

For *cis*-regulatory element searching, the DNA sequences of the flanking regions from 200 bp upstream and 200 bp downstream of all binding peaks were extracted and analyzed using the Hypergeometric Optimization of Motif EnRichment (HOMER) findMotifsGenome.pl program. The output was then compared to the major databases (HOMER, JASPAR, and other species databases, such as *A. thaliana*) to search for similarities to existing TF-binding motifs. To identify potential ChARF3 target genes, the binding peak sites were associated with the closest protein-coding genes and annotation information of these genes was obtained using the ChIPseeker package (Yu et al., 2015) in R language. Functional enrichment analysis of potential target genes was performed using Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG). To gain insight into the target genes regulated by ChARF3, ChIP-Seq and RNA-Seq analyses (Liu et al., 2020) were integrated. DESeq2 was used to identify differentially expressed genes (DEGs) among the three pairwise comparisons of Ov1-vs-Ov2, Ov2-vs-Ov3, and Ov3-vs-Ov4 using a threshold of |log_2_ (fold change)| > 1 and false discovery rate <0.05. Signal plots showing representative peak regions and Venn diagrams were generated using Integrated Genome Viewer v2.8.10 and Calculate and draw custom Venn diagrams (http://bioinformatics.psb.ugent.be/webtools/Venn/), respectively.

## Results

### Identification of the *ChARF* Gene Family

A total of 21 *ARF* candidate genes were selected based on BLASTP search results in the hazel local database and direct retrieval on HOD. Subsequently, 14 non-redundant sequences containing at least B3 and Auxin_resp domains were identified as hazel *ARF* family members (Table 1). The nomenclature system of identified members was set according to their chromosomal location, and they were renamed from *ChARF1* to *ChARF14*. Interestingly, the *ChARF* family members were unevenly distributed on 9 of 11 chromosomes. Three genes were located on chromosome 2; two on chromosomes 3, 4, and 5; and only one on the remaining five chromosomes. The corresponding proteins' length ranged from 639–1,262 aa, and their molecular weight (MW) was predicted to vary from 70.93–139.22 kD. The instability index (II) was larger than 40, suggesting that all the ChARFs were unstable. The average theoretical isoelectric point (pI) and aliphatic index were predicted to be 6.41 and 72.78, respectively. The grand averages of hydropathicity (GRAVY) values were all negative, indicating their hydrophilic character. All 14 proteins were predicted to be located in the nucleus, in accordance with their predicted function as TFs.

**Table 1:** Detailed information of the ARF family genes in hazel.

**Gene**	**Gene ID**	**Location**	**Len (aa)**	**MW (kD)**	**II**	**pI**	**AI**	**GRAVY**	**Domain**	**SCLP**
ChARF1	Cor0171270.1	chr2:7992343 bp−7999406 bp:-	733	79.94	56.17	6.33	70.22	−0.39	B3, ARF	nucl
ChARF2	Cor0138370.1	chr2:18857192 bp−18865334 bp:+	916	101.83	70.26	6.18	74.29	−0.49	B3, ARF, AUX/IAA	nucl
ChARF3	Cor0179220.1	chr2:30101289 bp−30108639 bp:+	690	77.35	56.43	5.86	73.96	−0.35	B3, ARF, AUX/IAA	nucl
ChARF4	Cor0007670.1	chr3:338576 bp−344460 bp:+	748	84.05	58.79	6.29	74.52	−0.50	B3, ARF, AUX/IAA	nucl
ChARF5	Cor0158330.1	chr3:36431850 bp−36443358 bp:–	675	75.36	62.95	5.86	68.41	−0.52	B3, ARF, AUX/IAA	nucl
ChARF6	Cor0126470.1	chr4:299096 bp−304582 bp:+	844	93.96	53.40	6.37	66.30	−0.64	B3, ARF, AUX/IAA	nucl
ChARF7	Cor0082160.1	chr4:26544724 bp−26549732 bp:+	698	78.01	50.38	6.02	72.46	−0.51	B3, ARF, AUX/IAA	nucl
ChARF8	Cor0192010.1	chr5:8936597 bp−8952731 bp:+	851	95.03	58.76	5.93	73.65	−0.47	B3, ARF, AUX/IAA	nucl
ChARF9	Cor0105760.1	chr5:15048490 bp−15089782 bp:–	1,262	139.22	61.27	6.86	79.43	−0.33	B3, ARF, AUX/IAA	nucl
ChARF10	Cor0017310.1	chr6:26567212 bp−26571483 bp:+	639	70.93	49.89	8.10	74.27	−0.41	B3, ARF	nucl
ChARF11	Cor0181440.1	chr8:2580200 bp−2587490 bp:+	935	103.23	55.79	5.27	76.49	−0.39	B3, ARF, AUX/IAA	nucl
ChARF12	Cor0045580.1	chr9:14085665 bp−14088920 bp:+	711	78.28	47.62	8.16	73.49	−0.36	B3, ARF	nucl
ChARF13	Cor0131740.1	chr10:22066080 bp−22075437 bp:–	1,137	127.06	70.88	6.12	72.15	−0.69	B3, ARF, AUX/IAA	nucl
ChARF14	Cor0002660.1	chr11:16147771 bp−16152282 bp:+	703	77.25	50.50	6.40	69.23	−0.37	B3, ARF	nucl

*Len, length, aa, number of amino acids; MW, molecular weight; pI, theoretical isoelectric point; II, Instability index; AI, aliphatic index; GRAVY, grand average of hydropathicity; B3, B3-like DNA-binding domain (PF02362), ARF, Auxin_resp domain (PF06507), AUX/IAA, Aux/IAA domain (PF02309); SCLP, Subcellular localization prediction; nucl, nucleus*.

### Phylogenetic and Structural Analyses of *ChARFs*

To further investigate the phylogenetic relationships between the ChARF family members, an NJ tree was constructed by aligning the 14 ChARF sequences with 23 AtARF, 25 OsARF, 17 PpARF, and 19 VvARF sequences from *A. thaliana*, rice, peach, and grape, respectively. Ninety-eight ARFs were divided into four groups comprising Class I to IV (Figure 1). Among all ChARFs, five members (ChARF3/4/5/6/7) belonged to Class I and had a relatively close genetic relationship with repressors AtARF1/2/9/11/18. Notably, ChARF3 was in an isolated branch with PpARF2B and VvARF6 without any AtARFs or OsARFs, suggesting obvious differences between *A. thaliana* and hazel *ARF* genes. Class II members included all five activators, ChARF2/8/9/11/13, homologous to AtARF5/6/7/8/19. Only one member (ChARF1) in Class III shared high sequence similarity with AtARF3, PpARF3, and VvARF8. The remaining three members (ChARF10/12/14) were included in Class IV. Generally, the phylogenetic distribution results indicated higher homology between hazel and peach.

**Figure 1:**
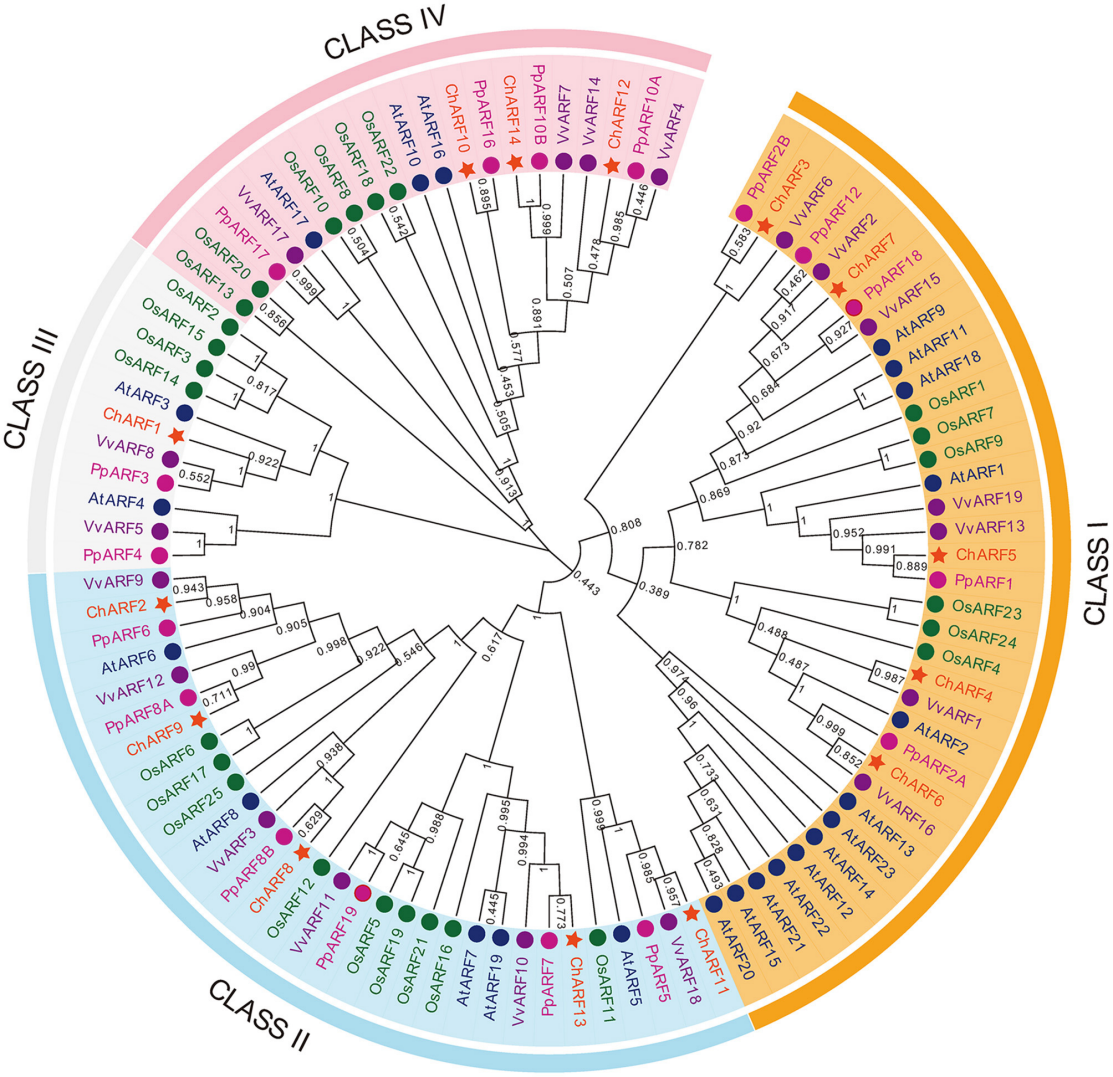
Phylogenetic analysis of *Arabidopsis*, grape, peach, rice, and hazel ARF proteins. Amino acid sequences of full-length predicted ARF proteins were aligned using MUSCLE program. Phylogenetic tree was generated using MEGA v7.0 program via neighbor-joining method with 1,000 Bootstrap values.

The structure of each *ChARF* was displayed using Tbtools software (Chen et al., 2020), according to the annotation GFF3 file from the HOD (Figure 2A). The number of introns in *ChARF* genes ranged from 1–19. The *ChARF* genes in Classes I, II, and III harbored 9–19 introns, whereas the *ChARF* genes in Class IV only contained 1–3 introns. The length of the former eight introns within *ChARF8* was more than 30 kb, which was similar to *VvARF3*. ClustalW, DNAMAN, and MEME were used to perform a multiple alignment to identify the conserved motifs of the ChARF protein sequences (Figure 2B; Supplementary Figure 2). The B3 domain, harboring motif 1, was highly conserved in the *ChARF* gene family and contained the nuclear location signal at the C-terminal. Aux/IAA domain (PF02309) containing motifs III and IV and Auxin_resp domain were less conserved. Motifs 6/7/3 and motifs 13/8/5 belonged to the Auxin_resp and Aux/IAA domain, respectively. All ChARFs, except ChARF1/10, contained a C-terminal Aux/IAA domain, whereas ChARF12/14 harbored a partial Aux/IAA domain. Taken together, the ChARF members harboring similar conserved motifs tended to be distributed in the same classes.

**Figure 2:**
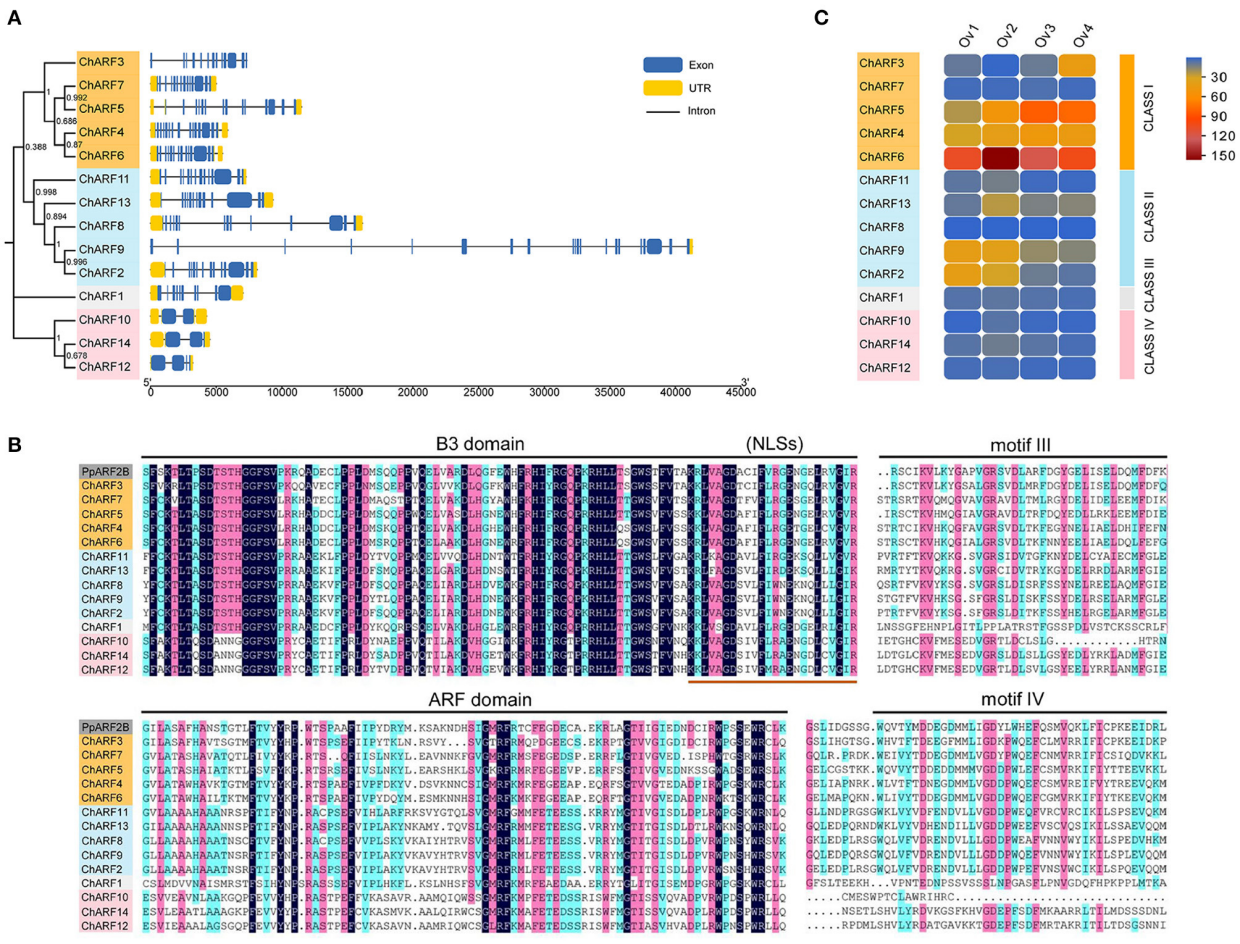
Gene structures, multiple sequence alignment and expression pattern analysis. **(A)** Gene structures of *ChARF* family genes. The untranslated region (UTR), exon and intron are represented by yellow box, blue box and black line, respectively. **(B)** Multiple sequence alignment of *ChARF* family proteins. The B3 domain, Auxin_resp (ARF) domain, motif III and motif IV domain are marked by lines. The ends of the B3 domains include classical nuclear localization signals (NLSs). **(C)** Expression pattern heatmap of *ChARF* family genes during ovule developmental stages. Expression is normalized based on the value of fragments per kilo base of exon per million fragments mapped (FPKM) and the heatmap was constructed by Evolview online software.

### *ChARF* Expression Levels in the Ovule

To explore the potential functions of *ChARF*s in the ovule, FPKM values were used to determine the expression profiles of 14 *ChARF* genes at stages Ov1 to Ov4 (Figure 2C). During four ovule developmental stages, the expression abundance of seven *ChARFs* (*ChARF1/7/8/10/12/14*) remained at a low level (average expression level <10), and no significant differences in expression were detected between adjacent stages, suggesting that these *ChARFs* might not have major roles in ovule development. The remaining *ChARFs* (*ChARF2/3/4/5/6/9/11/13*) showed relatively higher expression at one or several developmental stages, indicating that they were associated with ovule development. These seven *ChARFs*, transcriptional repressors (*ChARF3/4/5/6*) and activators (*ChARF2/9/13*), were distributed in Class I and Class II, respectively. Among them, *ChARF4* was constitutively expressed in all four stages, and *ChARF2/9* were expressed in the first two stages, while *ChARF3/5/6/13* displayed significant expression differences between adjacent stages and continuous expression changes from stages Ov1 to Ov4, inferring that they might mediate ovule development. *ChARF3*, a repressor, was downregulated 3.67-fold from stage Ov1 to stage Ov2 and upregulated 6.44-fold from stage Ov2 to stage Ov4, showing the lowest expression level at stage Ov2 of early ovule growth (containing ovule fertilization process) and the most significant differences among the four stages. This finding suggested that *ChARF3* might coordinate ovule development, especially ovule fertilization within stage Ov2, by reducing the inhibition of its downstream genes.

### ChARF3 Spatiotemporal Expression by IHC Localization

To further verify whether ChARF3 is induced by auxin and involved in ovary initiation regulation, the anti-ChARF3 polyclonal antibody was prepared, followed by IHC localization (Figure 3). Female flowers after artificial pollination were treated with 0.1 mg/L IAA, 0.5 mg/L TIBA, or distilled water. In female flowers treated with IAA (Figures 3A1,A2,B1,B2) and distilled water (Figures 3E1,E2,F1,F2), the early ovary primordium cell number was much more than that in the TIBA treatment (Figures 3C1,C2,D1,D2), and more ChARF3 accumulated in ovary primordium cells than in those of the TIBA treatment. Though the exogenous application of IAA did not promote the expression of ChARF3 in ovary primordium cells (Figures 3A1,B1,E1,F1), TIBA, which works as an IAA transport inhibitor, inhibited cell proliferation in the ovary primordium and ChARF3 expression. Collectively, these results suggested that the development of ovary primordium and ChARF3 expression were both regulated by IAA in hazel.

**Figure 3:**
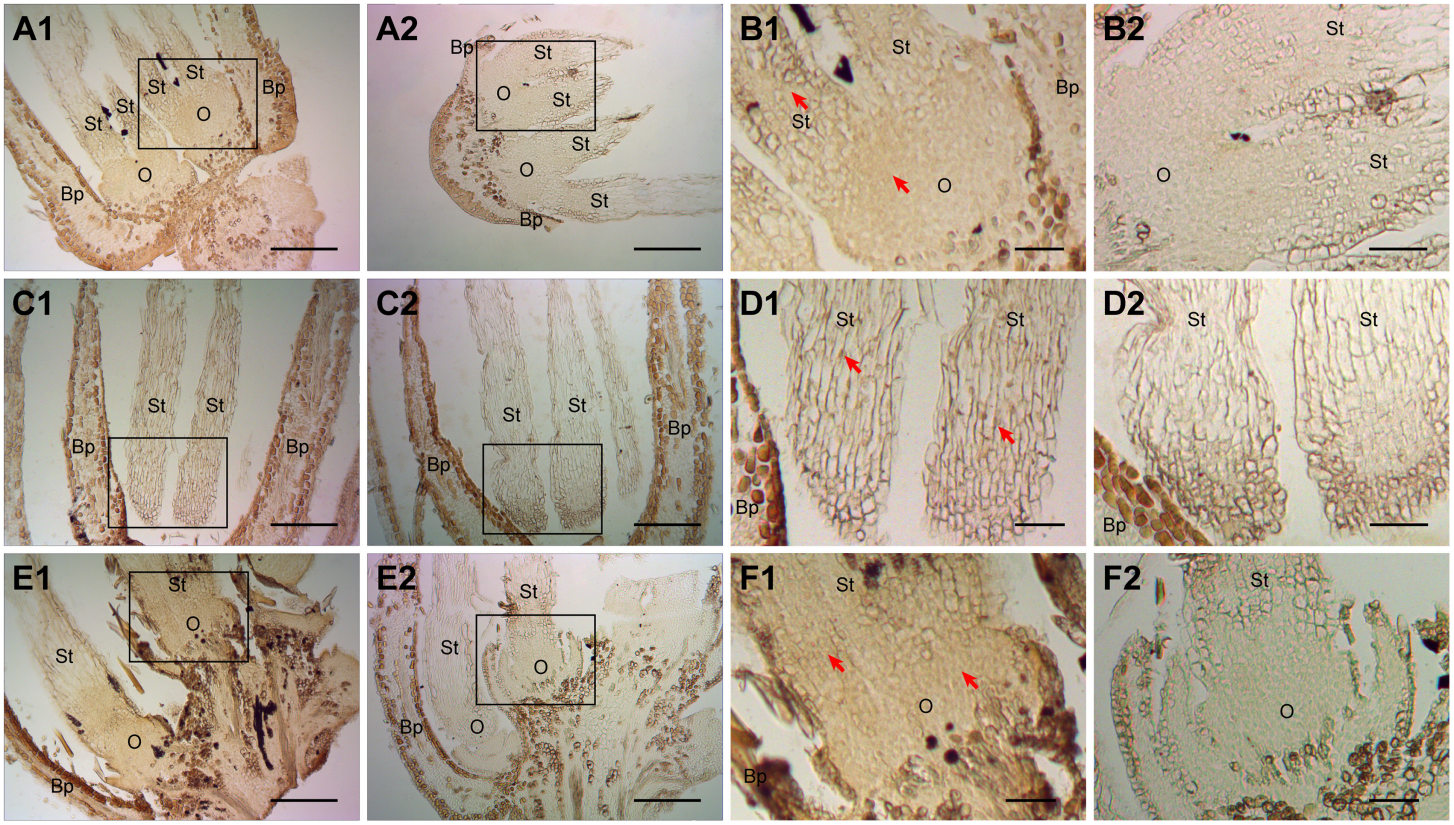
Effects of IAA and TIBA on ChARF3 localization after pollination. **(A1, C1, and E1)** Female flowers treated with IAA, TIBA, or distilled water, respectively. **(B1, D1, and F1)** The enlarged views of black squares in A1, C1, and E1, respectively. **(A2–F2)** The control of A1 to F1 without secondary antibody treatment, respectively. Key: Bp, bract primordium; O, ovary; St, style. Scale bars: A, C, E = 200 μm; B, D, F = 50 μm. Positive staining is shown in brown. Red arrows indicate the localized areas.

Subsequently, ChARF3 IHC localization in ovary or ovule samples was examined by microscopy (Figure 4). At the ovule formation stage Ov1.1 (before fertilization), ChARF3 was especially expressed in the funiculus, integument, and parenchyma (Figures 4A1,A2,B1,B2). At stage Ov2.1 (early ovule growth), hazel fertilization was complete, evidenced by the obvious cotyledon embryo in the ovule (Figures 4C1,C2,D1,D2). ChARF3 was widely expressed in the funiculus, integument, radicle, and cotyledon (Figures 4C1,C2,D1,D2). During stage Ov3.1 (rapid ovule growth), ChARF3 was enriched in the cotyledon, endosperm, and radicle, and its expression in the radicle was most abundant (Figures 4E1,E2,F1,F2). Subsequently, ChARF3 expression in the cotyledon remained higher than that in the control (Figures 4G1,G2). In the radicle transverse section, ring-shaped staining was observed around the central cylinder (Figures 4H1,H2). These results demonstrated that ChARF3 was expressed in the ovule, consistent with the high expression at the transcriptional level observed in the ovule (Figure 2C), suggesting its potential role in regulating ovule development.

**Figure 4:**
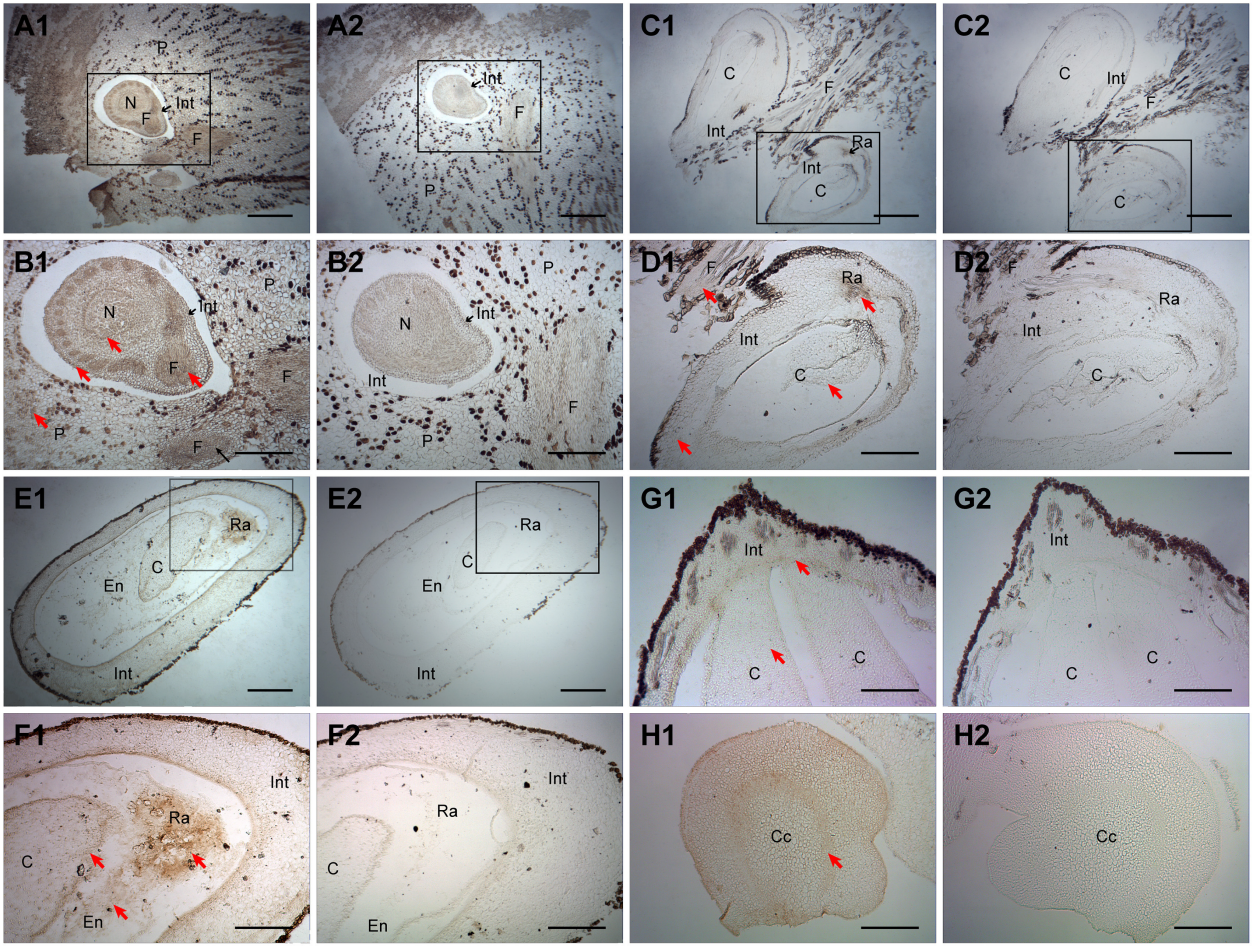
Immunohistochemical analysis of ChARF3 localization during ovule development. **(A1, A2, B1, and B2)** Before fertilization at stage Ov1.1, the ChARF3 staining of funiculus, integument, and parenchyma is deeper, 40 days after blooming. B1 and B2 are enlarged views of black squares in A1 and A2, respectively. **(C1, C2, D1, and D2)** After fertilization at stage Ov2.1, the ChARF3 staining of funiculus, integument, radicle, and cotyledon is obvious, 70 days after blooming. D1 and D2 are enlarged views of black squares in C1 and C2, respectively. **(E1, E2, F1, and F2)** During growth of the ovule at stage Ov3.1, the ChARF3 staining is enriched in the cotyledon, endosperm, and radicle, 100 days after blooming. F1 and F2 are enlarged views of black squares in E1 and E2, respectively. **(G1, G2, H1, and H2)** The ChARF3 staining keep higher in the cotyledon and radicle, 100 days after blooming. **(A2–H2)** The control of A1 to H1 without secondary antibody treatment, respectively. Key: Cc: central cylinder; C: cotyledon; En: endosperm; F, funiculus; Int, integument; N, nucellus; P, parenchyma; Ra: radicle; St, style. Scale bars: A, C, E = 400 μm; B, D, F, G, H = 200 μm. Positive staining is shown in brown. Red arrows indicate the localized areas.

### Genome-Wide Detection of ChARF3-Binding Sites via ChIP

To identify ChARF3-binding sites, a ChIP experiment was performed using the specific polyclonal antibody against ChARF3. Three pairs of the input control and antibody-treated ChIP-Seq libraries were constructed using ovules from three developmental stages, Ov1.1, Ov2.1, and Ov3.1 (Table 2), and high throughput sequencing was performed. 

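In a ChIP-Seq experiment, an antibody pulls down the DNA fragments that are cross-linked to a protein, and an input library made from the same chromatin without the antibody gives the background. The antibody had been raised against amino acids 1 to 380 of ChARF3, and the chromatin was sheared into fragments of 200 to 600 bp. Ovules were taken 40 days after blooming at Ov1.1, 70 days at Ov2.1 and 100 days at Ov3.1. Each stage had 1 ChIP library and 1 input library. No stage therefore had a replicate, and every difference between stages given here compares libraries, not stages. The paper names the hybrid cultivar Dawei as the plant material, whereas the sample labels name wild germplasm of C. heterophylla. By the read numbers of Table 2, which are the paper's, 25585897 of 38097464 clean reads of the ChIP library were mapped at Ov1.1, 30312827 of 38079134 at Ov2.1 and 18940594 of 37139614 at Ov3.1. The input libraries had 42156639, 42143941 and 25553921 mapped reads. The authors filtered the reads with the NGS QC Toolkit, aligned them with Bowtie2 to the C. heterophylla genome of the HazelOmics Database and called peaks with MACS2 at a q-value of 0.05. The treatment of duplicate reads, the genome size and the fragment length used in peak calling are not given in the sources used here, and each of them can change the background and the number of peaks. For each ChIP library the deposited list gives the contig, start, end, score, fold enrichment, -log10 p and -log10 q of every peak. The genomic class and closest gene of a peak were joined from Supplementary Table 1 by position. That table was held for 1412 Ov1.1 peaks and for the first 1339 of 1364 Ov2.1 peaks, and its Ov3.1 part was not used here.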

For the six libraries from the three stages, a total of ~32–62 million high-quality clean reads were obtained, of which ~51.00%−83.96% were mapped to the hazel genome using Bowtie 2 (Table 2). On average, the percentages of unique and multi-mapping reads were 36.24 and 35.21, respectively. The proportion of reads mapping to positive chains was equivalent to the proportion of reads mapping to negative chains in the hazel genome. These results suggested that the genome-wide mapping of binding sites was reliable.

**Table 2:** Summary of ChIP-Seq reads from six libraries matched to the hazel (*Corylus heterophylla* Fisch.) genome.

**Sample**	**Clean reads**	**Total map**	**Unique map**	**Multi map**	**Positive map**	**Negative map**
Ov1.1-ChIP	38,097,464	25,585,897 (67.159%)	13,892,761 (36.466%)	11,693,136 (30.693%)	6,945,144 (18.230%)	6,947,617 (18.236%)
Ov1.1-Input	62,043,222	42,156,639 (67.947%)	16,840,975 (27.144%)	25,315,664 (40.803%)	8,413,937 (13.561%)	8,427,038 (13.583%)
Ov2.1-ChIP	38,079,134	30,312,827 (79.605%)	16,282,502 (42.760%)	14,030,325 (36.845%)	8,135,004 (21.363%)	8,147,498 (21.396%)
Ov2.1-Input	50,194,378	42,143,941 (83.961%)	23,487,361 (46.793%)	18,656,580 (37.169%)	11,742,531 (23.394%)	11,744,830 (23.399%)
Ov3.1-ChIP	37,139,614	18,940,594 (50.998%)	9,736,568 (26.216%)	9,204,026 (24.782%)	4,862,846 (13.093%)	4,873,722 (13.123%)
Ov3.1-Input	32,329,742	25,553,921 (79.042%)	12,301,206 (38.049%)	13,252,715 (40.992%)	6,147,990 (19.017%)	6,153,216 (19.033%)

*Ov1.1, ovule formation, Ov2.1, early ovule growth, Ov3.1, rapid ovule growth; ChIP, chromatin-immunoprecipitated DNA samples; Input: DNA samples before shearing*.

To call peaks corresponding to the ChARF3-binding sites, the mapping outputs for both input control and antibody-treated libraries were used together as input into the MACS software. 

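The peaks lay on 273, 259 and 231 contigs at Ov1.1, Ov2.1 and Ov3.1, and their median width was 330, 454 and 333 bp. In the Ov3.1 list the peak numbers run to 895, and 2 of these numbers are absent. Per 1000000 mapped ChIP reads there were 55.2 peaks at Ov1.1 (exact Poisson 95% interval 52.3 to 58.1), 45.0 at Ov2.1 (42.6 to 47.5) and 47.1 at Ov3.1 (44.1 to 50.3). All intervals given here cover counting error only, since without replicates the spread between libraries of a stage is unknown. On this scale the Ov1.1 value lay above both later values, and the intervals of Ov2.1 and Ov3.1 overlapped. Mapped reads may not be the depth behind the peaks, so these values do not compare the stages. The commonest background per bp, solved below, was 4.08% of that at Ov1.1 for Ov2.1 and 2.5% for Ov3.1. Mapped reads were 118% and 74.0%. Per 1000000 clean reads the order was another, with 37.1, 35.8 and 24.0 peaks at Ov1.1, Ov2.1 and Ov3.1. A minimum fold enrichment of 4 moved the Ov1.1 number most and changed the order of the stages, with 143, 568 and 331 peaks. At a q-value of 0.001, 389, 206 and 179 peaks were left.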

A total of 1,412, 1,364, and 893 peaks representing potential ChARF3-binding sites were detected at stages Ov1.1, Ov2.1, and Ov3.1, respectively (Supplementary Table 1; Figure 5A), showing a declining trend with ovule development. At stage Ov1.1, ChARF3 preferentially bound to exons and promoters (≤1 kb), and the percentage of ChARF3 binding to intergenic regions and promoters (≤1 kb) was 31.09%, which was much lower than the average percentage of 56.90% at stages Ov2.1 and Ov3.1 (Figure 5A). Therefore, the ChARF3-binding region changed significantly during different developmental periods. 

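Among the Ov1.1 peaks, 326 lay in exons (23.1%, exact Clopper-Pearson 95% interval 20.9% to 25.4%) and 216 in promoters within 1 kb (15.3%, 13.5% to 17.3%). Promoters at 1 to 2 kb held 238 peaks (16.9%, 14.9% to 18.9%) and distal intergenic regions 223 (15.8%, 13.9% to 17.8%). The exon share was above these others by more than the counting error. The interval of promoters within 1 kb overlapped those of promoters at 1 to 2 kb and of distal intergenic regions. Intergenic regions and promoters within 1 kb together held 439 peaks (interval 28.7% to 33.6%). A fold enrichment of at least 4 moved these shares most. Of the 143 peaks it left, 25.9% lay in exons (interval 18.9% to 33.9%), 22.4% in distal intergenic regions (15.8% to 30.1%), 17.5% in promoters within 1 kb (11.6% to 24.7%) and 7.69% in promoters at 1 to 2 kb (3.90% to 13.3%). The exon interval then overlapped those of distal intergenic regions and of promoters within 1 kb. The share of the genome in each class was not computed here, so these values are not enrichments over the genome. As many peaks had a promoter class (631 at Ov1.1, 498 at Ov2.1) as lay within 3 kb of a start site on either side. Promoter classes thus include peaks downstream of the start site. The exon and intron classes leave out peaks within 3 kb of it.

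**Figure D1:**
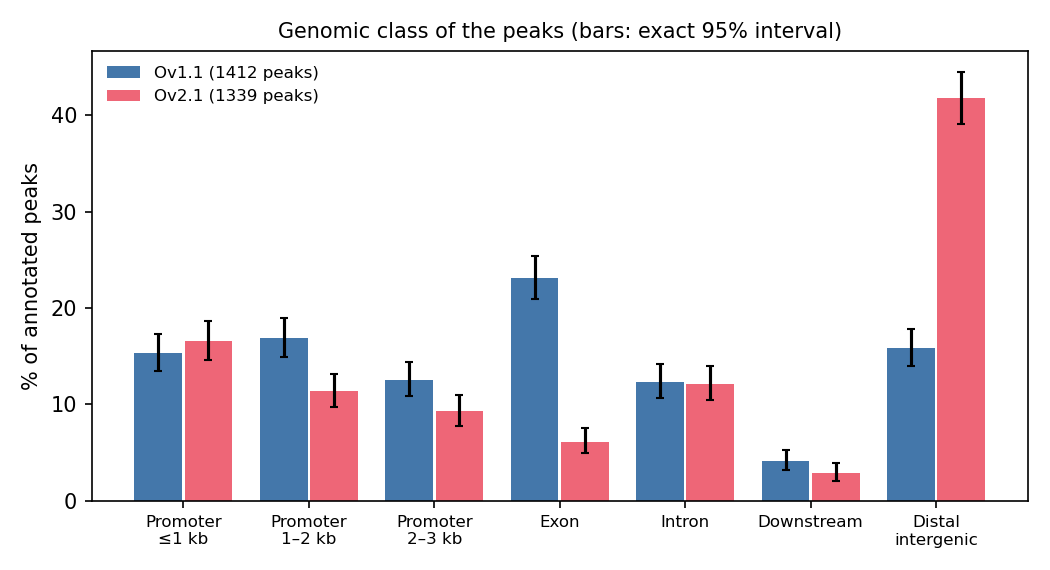
Share of annotated peaks (%, vertical axis) in each genomic class (horizontal axis) for the Ov1.1 and Ov2.1 ChIP libraries, with exact 95% Clopper-Pearson intervals as error bars. Exons hold 23.1% of the Ov1.1 peaks and 6.12% of the Ov2.1 peaks.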

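Among the 1339 Ov2.1 peaks with a class, 559 were distal intergenic (41.7%, exact Clopper-Pearson 95% interval 39.1% to 44.4%) and 82 lay in exons (interval 4.90% to 7.54%). Promoters within 1 kb held 16.6% (14.6% to 18.7%), an interval that overlaps that of Ov1.1. Distal intergenic regions and promoters within 1 kb together held 58.3%, or between 57.3% and 59.1% whichever class the 25 remaining peaks belong to. The differences between the Ov1.1 and Ov2.1 libraries in exons and in distal intergenic regions were larger than the counting error. Peak positions were also compared, with at least 1 bp in common counted as shared. The number given by chance came from 10000 random placements of the later peaks within the known spans of their own contigs. Of the Ov2.1 peaks, 2 overlapped an Ov1.1 peak, against a mean of 5.28 at random (95% of draws 1 to 10). Of the Ov3.1 peaks, 3 overlapped an Ov1.1 peak (mean 3.03, 0 to 7) and 19 an Ov2.1 peak (mean 3.58, 0 to 8), a number that 0 of 10000 draws reached. Of these last overlaps, 15 lay on contig tig00007282. Without that contig, an alternative chosen after seeing the data, 4 Ov3.1 peaks overlapped an Ov2.1 peak, and 3957 of the draws reached that number. No position had a peak at all 3 stages.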

ChARF3-binding signal densities valued by RPKM in the clustering heatmap were highly enriched in the peak summits across the treated samples compared to the input controls (Figure 5B), suggesting that the results of the ChIP analysis were reliable. 

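The fold enrichment and p of each peak are the authors' values from MACS2, which compares the number of ChIP fragments at the peak summit with a background number computed from the input. If the fold enrichment is the fragment number plus 1 over the background plus 1, and p is the Poisson probability of more fragments than observed, the pair of values can be solved for both numbers. A whole fragment number then gave the listed p within 0.01 on the -log10 scale for every peak of the 3 lists. With p as the probability of at least the observed number, this held for 192, 78 and 74 peaks. The median number of ChIP fragments at the summit was 17 at Ov1.1, 4 at Ov2.1 and 3 at Ov3.1. The smallest number was 12 fragments at Ov1.1, in 9 peaks. At both later stages it was 3 fragments, in 513 Ov2.1 peaks (37.6%) and 530 Ov3.1 peaks (59.4%). The median background was 4.46, 0.256 and 0.153 fragments. Within each list the median fold enrichment was 3.21, 3.86 and 3.63, and 18, 0 and 2 peaks were under 2. The signal densities of Fig. 5B come from the alignments, which were not analysed here.

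**Figure D2:**
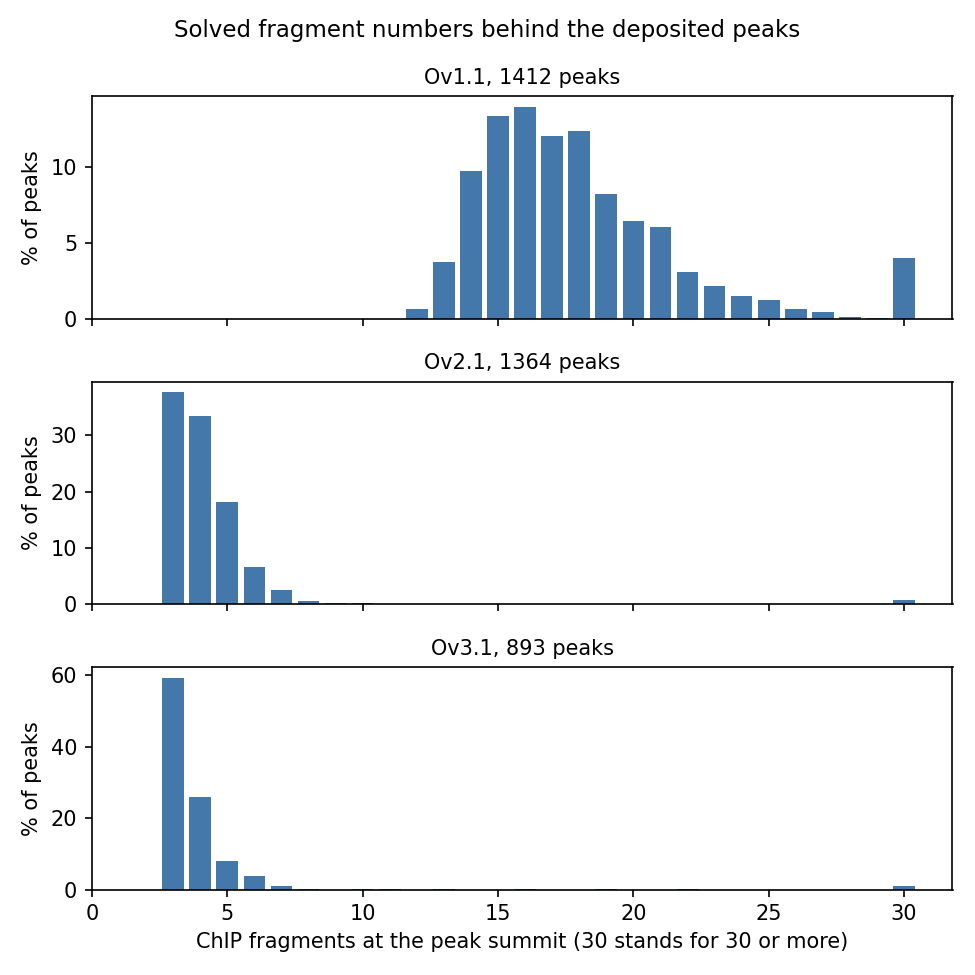
Share of peaks (%, vertical axis, scaled separately for each stage) by the solved number of ChIP fragments at the peak summit (horizontal axis, with 30 standing for 30 or more) in the lists of the 3 ChIP libraries. The Ov1.1 peaks begin at 12 fragments, and the Ov2.1 and Ov3.1 peaks begin at 3.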

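At Ov1.1 the peak with the highest fold enrichment (7.05, 32 fragments over 3.68) lay on tig00007244 from 1991563 to 1993280, across the transcription start site of Cor0107610.1. The next lay on tig00007111 from 2486196 to 2486715 in an exon (6.73). Its closest gene was Cor0019170.1, and it lay upstream of the start site of that gene, at -3494 bp. The third lay on tig00006943 from 2259599 to 2259913 (5.98), 470 bp downstream of the start site of Cor0067420.1. Ranked by -log10 q, the first Ov1.1 peak was an intronic one on tig00007282 from 1581502 to 1581912 (182). It lay outside its closest gene, Cor0087800.1, at -10229 bp and thus upstream of the start site. It was followed by a peak on tig00007269 from 887128 to 887402 at 1108 bp from the start site of Cor0161940.1 (153) and by a distal one on tig00007076 from 1387176 to 1387590 (71.5). These had many fragments over a high background, namely 1053 fragments over 363, 1092 fragments over 426 and 875 fragments over 433. At Ov2.1 all peaks of both rankings lay on contig tig00007282. The first by fold enrichment was distal intergenic, from 1427834 to 1428639 (28.5, 101 fragments over 2.58), and ranked second by -log10 q (115). The next by fold enrichment lay from 1425686 to 1427266 (16.5) and from 1370677 to 1372754 (12.9), the latter 668 bp downstream of the start site of Cor0087690.1. The first by -log10 q lay from 1391214 to 1393392 (127) and the third from 1384499 to 1389157 (81.5), both with Cor0087710.1 as the closest gene. At Ov3.1 the first by both rankings was on the same contig from 1428017 to 1428429 (11.4, 79 fragments over 6.01). The second by fold enrichment lay on tig00007109 from 1061869 to 1063366 (9.98, 10 fragments over 0.102) and the third on tig00007282 from 1492701 to 1493051 (8.78). The second and the third by -log10 q were at 1384574 to 1387319 (44.0) and 1391444 to 1393286 (40.1) on tig00007282.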

Meanwhile, ChARF3-binding sites resided in transcription start site regions (-3 kb to 3 kb) and transcription end site regions (−3 to 3 kb) at three developmental stages (Figure 5C), indicating that ChARF3 bound to *cis*-regulatory elements of target genes and regulated their expression at the transcriptional level. 

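By the distances joined to the peaks, 631 Ov1.1 peaks lay within 3 kb of the transcription start site of their closest gene (44.7%, exact Clopper-Pearson 95% interval 42.1% to 47.3%) and 678 within 3 kb of its end (48.0%, 45.4% to 50.7%). At Ov2.1 these were 498 peaks for the start site (37.2%, 34.6% to 39.8%) and 367 for the end (27.4%, 25.0% to 29.9%). At least one of these sites was within 3 kb for 65.8% of the Ov1.1 peaks and 45.2% of the Ov2.1 peaks. The median distance to the start site was 3338.5 bp at Ov1.1 and 4922 bp at Ov2.1. A peak overlapped its closest gene in 50.5% and 32.6% of cases. From binding sites in the start and end regions of Fig. 5C, the paper reasons that ChARF3 bound to cis-regulatory elements of its target genes and regulated their transcription.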

Key ChARF3 target genes, which might be involved in the regulation of flower and fruit development, were chosen and their position in the hazel genome was displayed using the Integrative Genomics Viewer (Figure 5D), including *AUXIN/INDOLE ACETIC ACID 4/9* (*IAA4/9*, Cor0140470.1 and Cor0110070.1), *AUXIN INFLUX CARRIER PROTEIN* (*AUX1*)-*LIKE PROTEIN 5* (*LAX5*, Cor0100160.1), *AGAMOUS LIKE 21/61* (*AGL21/61*, Cor0032980.1 and Cor0063970.1), *AP2-like ethylene-responsive transcription factor* (*AP2/ERF*) *PLT2* (*PLT2*, Cor0106490.1), *Ethylene Responsive Factor 4* (*ERF4*, Cor0108860.1), *LEAFY* (*LFY*, Cor0126310.1), and *SEEDSTICK/AGAMOUS LIKE 11* (STK/AGL11, Cor0188960.1).

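Each of these genes was looked up among the peaks by its identifier. Positions are on the contigs of the C. heterophylla genome, and a positive distance is downstream of the transcription start site. At Ov1.1, the LAX5 peak lay on tig00006996 from 1455421 to 1455675, 1660 bp from the start site, with 21 fragments over a background of 5.37 (q = 0.000471). The IAA9 peak lay within 1 kb downstream of the gene on tig00007074 from 661901 to 662238, with 25 fragments over a background of 6.87 (q = 0.000179). That of PLT2 was 370 bp from the start site on tig00007244 from 653770 to 654020, with 18 fragments over a background of 4.49 (q = 0.00143). At Ov2.1, STK had a peak across its start site on tig00007049 from 369060 to 369571, with 3 fragments over a background of 0.202 (q = 0.0309). The ERF4 peak was 932 bp from the start site on tig00007145 from 618169 to 618496, with 3 fragments over a background of 0.195. This peak is that of Cor0108860.1, the gene model of Fig. 5D, whereas Supplementary Table 5 lists ERF4 under Cor0221350.1. Of the 2 Ov2.1 peaks of that gene, the one in Supplementary Table 4 lay 165 bp from its start site on tig00000191 from 92537 to 92908, with 5 fragments over a background of 0.239 (q = 0.000843). AGL21 had a peak of 4 fragments across its start site on tig00007253 from 1814875 to 1815334 and an intronic peak, also of 4 fragments, from 1807133 to 1807620. At Ov3.1, the peak of IAA4 (Cor0140470.1) lay 1 to 2 kb downstream of the gene on tig00007130 from 285295 to 285758, with 4 fragments over a background of 0.141 (q = 0.00150). The IAA4 panel of Fig. 5D labels another gene model than the identifier given in the text. The peaks of AGL61 on tig00006949 from 671318 to 671708 and of LFY on tig00006868 from 172970 to 173339 were distal intergenic, with 4 and 3 fragments. Within its own list, the fold enrichment was above that of 70.4% of the Ov1.1 peaks for LAX5, 59.1% for IAA9 and 70.7% for PLT2. Among the Ov2.1 peaks it was above that of 23.6% for STK, 25.1% for ERF4 and, at AGL21, 42.2% for the peak across the start site and 38.7% for the intronic one. Among the Ov3.1 peaks it was above that of 76.1% for IAA4, 80.6% for AGL61 and 23.9% for LFY. ChARF3 itself (Cor0179220.1) was not found as the closest gene of a peak in the tables used here.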

**Figure 5:**
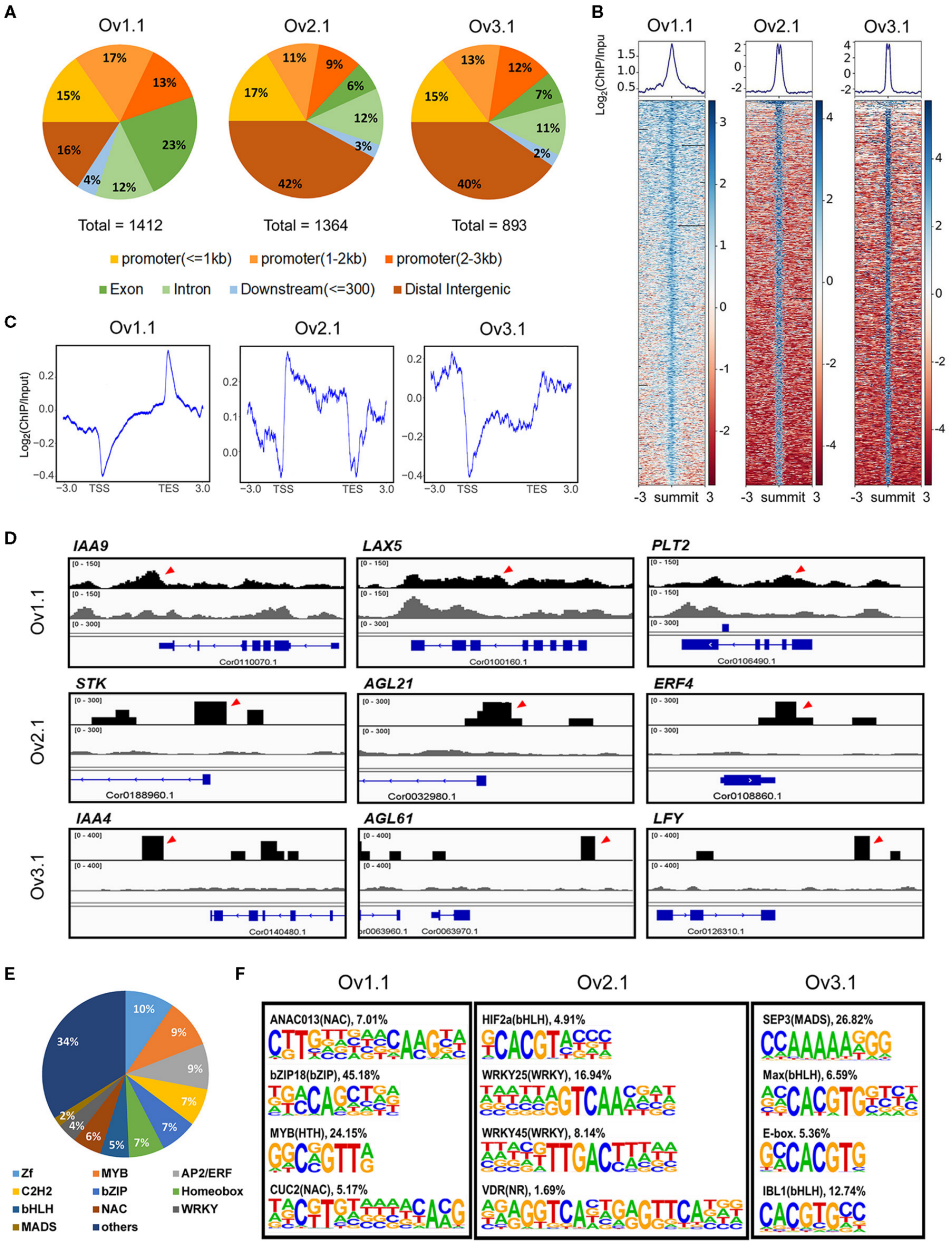
Genome-wide analysis of ChARF3-binding sites identified by ChIP-Seq at three ovule development stages. **(A)** Distribution of ChARF3-binding sites in different genomic locations (exon, intron, promoter, downstream, and intergenic regions). **(B)** Heatmaps of ChIP-seq signal densities of ChARF3 showing enrichment near the summit of peaks. The value of Log_2_(ChIP/Input) reflects the intensity of the binding sites in ChIP samples compared with Input controls. **(C)** Distribution of ChARF3-binding sites near transcription start site (TSS) and transcription end site (TES) regions. **(D)** Integrative Genomics Viewer (IGV) visualization of representative examples of ChIP-seq binding profiles at selected targeted sites. **(E)** Distribution of transcription factors across all *cis*-regulatory motifs. **(F)** Significantly enriched *cis*-regulatory motifs among the ChARF3-binding sites at three ovule development stages. Log_2_*P*-value < −4.32.

In total, 823 *cis*-regulatory elements were identified from the ChARF3 binding peaks of three ovule developmental stages (Supplementary Table 2), and the top abundant DNA motifs located in the genes encoding zinc finger, MYB, AP2/ERF, Cys2His2-like, and basic leucine zipper (bZIP) TFs, which accounted for 10%, 9%, 9%, 7%, and 7% of all motifs, respectively (Figure 5E; Supplementary Table 2). 

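The same 823 motifs are listed at each stage, each with its share in the peak sequences and in background sequences. By the family label in the motif names, 70 were zinc finger motifs (8.51%), 76 MYB or MYB-related (9.23%), 73 AP2/ERF (8.87%), 57 bZIP (6.93%) and 24 C2H2 (2.92%). A motif is listed whether or not its share in the peaks is above that in the background, so these numbers count the motifs tested. The share times the number of sequences was whole, within the rounding of the table, for every motif with the number of deposited peaks at Ov1.1 and Ov2.1. At Ov3.1 this held for 25.6% of the motifs with the deposited peaks and for every motif with 895 sequences.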

The motifs in genes encoding MADS-box, AP2/ERF, and ARF TFs, which are expected to regulate flower and fruit development, accounted for approximately 11% of all identified motifs (Figure 5E; Supplementary Table 2). Among these, the *ChARF3* motif [TTGTCGG(A/C)(A/T)(A/T/G/C)] accounted for 17.32%−20.18% of target sequences in the three developmental stages, showing a stage specificity pattern (Supplementary Table 2). 

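By the same labels, 15 motifs were MADS (1.82%) and 2 were ARF (0.243%), and with AP2/ERF they came to 90 motifs (10.9%).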

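These shares belong to the motif that the table names ARF2. At Ov1.1, 285 peak sequences held it (interval 18.1% to 22.4%, exact Clopper-Pearson), against 19.5% of background sequences (one-sided exact binomial test, p = 0.258). At Ov2.1 the shares were 18.3% (16.3% to 20.5%) and 18.1% (binomial p = 0.432). At Ov3.1, 155 of 895 sequences held the motif (14.9% to 20.0%), against 16.9% of the background (binomial p = 0.371). With the 893 deposited Ov3.1 peaks as the number of sequences, p was 0.359. The background share lay within the interval at every stage, and the intervals of the stages overlapped. By its p the motif ranked 214, 340 and 274 among the motifs of each stage. Peak sequences of a library are not replicates, so each p describes that library.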

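For each stage, the share of peak sequences with a motif was tested against its background share for all 823 motifs with a one-sided exact binomial test and Benjamini-Hochberg adjustment. No motif passed an adjusted p of 0.05 in this test, and the smallest adjusted p was 0.0646, 0.992 and 0.984 at Ov1.1, Ov2.1 and Ov3.1. Without adjustment, 78, 37 and 37 motifs were under 0.05, where chance alone gives 41.15. These values take the deposited peaks as the number of sequences. With the number at which every Ov3.1 share was whole, chosen after seeing the data, 38 Ov3.1 motifs were under 0.05 without adjustment and 0 with it (smallest adjusted p 0.996). The log p of the table matched the recomputed p when read as a natural logarithm (median ratio at Ov1.1 1.00).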

At specific stages during ovule development, ChARF3 tended to bind genes harboring different *cis*-regulatory motifs. For example, the significantly enriched *CUP-SHAPED COTYLEDON2* [T(A/G)C(G/T)TGT(A/T/G/C)(A/T/G/C)(A/T/G/C)(A/T) CA(A/C)G], *WRKY25* [(A/T/G/C)(A/T/C)(A/G)GTCAA (A/C)(A/T/G/C)], and *SEPALLATA3* [CCAAAAAGGG] motifs identified in Ov1.1, Ov2.1, and Ov3.1, respectively (Figure 5F; Supplementary Table 2), suggested that ChARF3 might target different genes to coordinate ovule development at different stages.

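The CUP-SHAPED COTYLEDON2 motif was in 73 Ov1.1 peak sequences (5.17%, exact Clopper-Pearson 95% interval 4.07% to 6.46%) against 3.61% of the background (one-sided exact binomial p = 0.00179, Benjamini-Hochberg adjusted p = 0.245). Its share was 3.59% against 3.56% at Ov2.1 and 3.13% against 3.49% at Ov3.1. The WRKY25 motif was in 231 Ov2.1 sequences (16.9%, 15.0% to 19.0%) against 14.2% (binomial p = 0.00287, adjusted p = 0.992). Its share was 14.4% against 14.0% at Ov1.1 and 13.3% against 14.5% at Ov3.1. The SEPALLATA3 motif was in 240 of 895 Ov3.1 sequences (26.8%, 23.9% to 29.8%) against 22.7% (binomial p = 0.00229, adjusted p = 0.996), and with the deposited peaks as the number of sequences p was 0.00203 (adjusted p = 0.984). At Ov1.1 the SEPALLATA3 share was 21.5% against 19.7% (binomial p = 0.0426), and at Ov2.1 it was 22.5% against 22.6% (binomial p = 0.557). Whether the share of a motif differs between stages was not tested.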

### Identification of ChARF3 Target Genes

The genes covered by or adjacent to overlapping peaks might be target genes regulated by ChARF3. 

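A gene with several peaks was counted once as the closest gene. The Ov1.1 peaks had 1306 closest genes, of which 96 had more than 1 peak. The Ov2.1 peaks with an annotation had 1252, of which 77 had more than 1 peak. Without distal intergenic peaks, 1110 genes were left at Ov1.1 and 752 at Ov2.1. For 179 and 332 genes, at least 1 peak lay over 10 kb from the start site, a distance that can fall inside a long gene. A q-value of 0.01 moved the numbers most, to 885 and 585 genes.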

The binding peak regions were associated with the closest protein-coding genes using the ChIPseeker package, and 1,306, 1,276, and 844 potential ChARF3 target genes at stages Ov1.1, Ov2.1, and Ov3.1 were identified (Supplementary Table 1). 

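Between the Ov1.1 closest genes and the Ov2.1 closest genes held, 88 genes were in both lists and the union had 2470 genes. For 2 of the shared genes the peaks of the stages overlapped. No test was run on this overlap, since the Ov2.1 annotation was held in part.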

In total, 3,167 non-redundant ChARF3 target genes were analyzed using GO annotation, among which 1,780 genes (56.20%) were mapped to GO terms (Figure 6A). Most annotated target genes were located in the cell membrane and organelles, enriched in molecular function of binding and catalytic activity, and associated with biological processes related to metabolic process, cellular process, and biological regulation. 

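The p of each pathway was recomputed from the gene counts of Supplementary Table 3 with a one-sided hypergeometric test. Target genes with a pathway numbered 284, 235 and 150 at Ov1.1, Ov2.1 and Ov3.1, out of 2148 annotated genes. The recomputed p was within 1% of the table's value for every listed pathway. The median number of target genes in a pathway was 7.5, 8 and 5.5. With 1 gene taken off each overlap, a stricter form of the test (EASE), 10, 10 and 2 pathways were left under 0.05. Only pathways under that threshold are listed, so no adjustment for the number of pathways tested was computed.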

KEGG pathway enrichment analysis revealed that ChARF3 target genes were significantly enriched in 16, 15, and 6 pathways at stages Ov1.1, Ov2.1, and Ov3.1, respectively (Supplementary Table 3). A Venn diagram was constructed to illustrate the unique and common pathways (Figure 6B). All three stages shared the common significantly enriched ko04626 pathway (plant–pathogen interaction). 

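This pathway has 28 annotated genes. The target genes held 8 of them at Ov1.1 against 3.70 expected (exact hypergeometric p = 0.0242), 8 at Ov2.1 against 3.06 (exact hypergeometric p = 0.00807) and 5 at Ov3.1 against 1.96 (exact hypergeometric p = 0.0413). In the EASE form of this hypergeometric test, p was 0.0663, 0.0271 and 0.127, and 0 pathways were under 0.05 at all 3 stages.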

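Biosynthesis of secondary metabolites (ko01110) has 382 annotated genes. The Ov1.1 target genes held 65 of them against 50.5 expected (exact hypergeometric p = 0.0113) and the Ov2.1 target genes held 56 against 41.8 (exact hypergeometric p = 0.00795).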

The ko01110 pathway (biosynthesis of secondary metabolites) was common in stages Ov1.1 and Ov2.1. 

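Phenylpropanoid biosynthesis has 19 annotated genes, of which 8 were Ov2.1 target genes against 2.08 expected (exact hypergeometric p = 0.000471) and 6 were Ov3.1 target genes against 1.33 (exact hypergeometric p = 0.00133). Plant hormone signal transduction has 41, of which 12 were Ov2.1 target genes against 4.49 expected (exact hypergeometric p = 0.000965) and 7 were Ov3.1 target genes against 2.86 (exact hypergeometric p = 0.0211). In the EASE form, plant hormone signal transduction at Ov3.1 was no longer under 0.05 (exact hypergeometric p = 0.0618).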

The ko00940 (phenylpropanoid biosynthesis) and ko04075 (plant hormone signal transduction) pathways were common in stages Ov2.1 and Ov3.1 (Table 3). GO and KEGG enrichment analysis results for the ChARF3 target genes suggested that ChARF3 might regulate the expression of target genes in pathways including biosynthesis of metabolites, disease resistance, hormone signal transduction, and coordinated ovule development in hazel.

**Figure 6:**
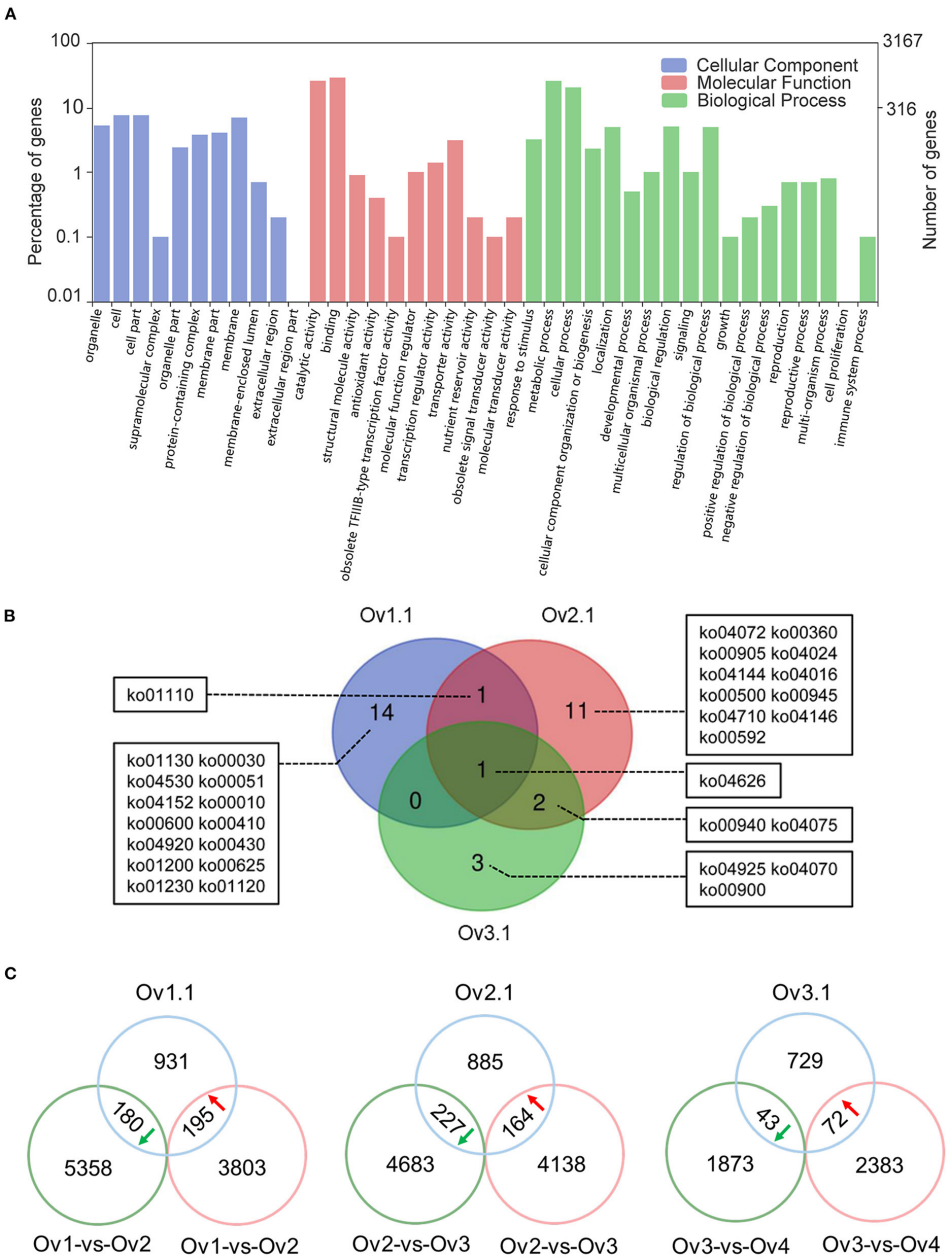
GO and KEGG enrichment and ChARF3-regulated genes analysis. **(A)** GO classification of all ChARF3 target genes. **(B)** Overlaps of significantly enriched KEGG pathways at three ovule development stages. ko00010: Glycolysis/Gluconeogenesis, ko00030: Pentose phosphate pathway, ko00051: Fructose and mannose metabolism, ko00360: Phenylalanine metabolism, ko00410: beta-Alanine metabolism, ko00430: Taurine and hypotaurine metabolism, ko00500: Starch and sucrose metabolism, ko00592: alpha-Linolenic acid metabolism, ko00600: Sphingolipid metabolism, ko00625: Chloroalkane and chloroalkene degradation, ko00900: Terpenoid backbone biosynthesis, ko00905: Brassinosteroid biosynthesis, ko00940: Phenylpropanoid biosynthesis, ko00945: Stilbenoid, diarylheptanoid and gingerol biosynthesis, ko01110: Biosynthesis of secondary metabolites, ko01120: Microbial metabolism in diverse environments, ko01130: Biosynthesis of antibiotics, ko01200: Carbon metabolism, ko01230: Biosynthesis of amino acids, ko04016: MAPK signaling pathway—plant, ko04024: cAMP signaling pathway, ko04070: Phosphatidylinositol signaling system, ko04072: Phospholipase D signaling pathway, ko04075: Plant hormone signal transduction, ko04144: Endocytosis, ko04146: Peroxisome, ko04152: AMPK signaling pathway, ko04530: Tight junction, ko04626: Plant-pathogen interaction, ko04710: Circadian rhythm, ko04920: Adipocytokine signaling pathway, ko04925: Aldosterone synthesis and secretion. **(C)** Overlap between ChIP-Seq target genes and RNA-Seq DEGs. Green and red circles refer to down- and up-regulated differentially expressed genes in paired comparison respectively, and blue circle refers to genes bound by ChARF3 through ChIP-seq.

**Table 3:** Overlapping significant enriched KEGG pathways at three ovule development stages in hazel.

**Term ID**	**Category**	**Gene Count**			**Enrich factor**			***P*** **-value**		
		**Ov1.1**	**Ov2.1**	**Ov3.1**	**Ov1.1**	**Ov2.1**	**Ov3.1**	**Ov1.1**	**Ov2.1**	**Ov3.1**
ko04626	Organismal Systems	8	8	5	2.16	2.61	2.56	2.42E-02	8.07E-03	4.13E-02
ko01110	Metabolism	65	56		1.29	1.34		1.13E-02	7.95E-03	
ko00940	Metabolism		8	6		3.85	4.52		4.71E-04	1.33E-03
ko04075	Environmental Information Processing		12	7		2.68	2.44		9.65E-04	2.11E-02

*Ov1.1, ovule formation, Ov2.1, early ovule growth, Ov3.1, rapid ovule growth. ko04626, Plant-pathogen interaction; ko01110, Biosynthesis of secondary metabolites; ko00940, Phenylpropanoid biosynthesis; ko04075, Plant hormone signal transduction*.

ChARF3 acts as a transcriptional repressor in the auxin signal transduction pathway, and its binding inhibits the expression of downstream auxin-induced genes. If *ChARF3* expression is upregulated, its target gene expression will be downregulated and vice versa, and the trend in *ChARF3* expression changes is expected to be opposite to that of its target genes. Combination analysis of ChARF3 ChIP-Seq and RNA-Seq data from different ovule developmental stages (Liu et al., 2020) revealed that 881 target genes from stages Ov1.1, Ov2.1, and Ov3.1 were differentially expressed (Figure 6C; Supplementary Table 4). Among these, 195 upregulated, 227 downregulated, and 43 downregulated genes showing opposite trends in expression changes with *ChARF3* in the Ov1-vs-Ov2, Ov2-vs-Ov3, and Ov3-vs-Ov4 paired comparisons were identified, suggesting they were potential target genes regulated by ChARF3. 

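The peaks of these genes were found among the deposited peaks by position in every case. They come to 459 different genes, of which 6 are listed at more than 1 stage. The expression changes are the paper's, from RNA-Seq libraries not analysed here. At Ov1.1, 50 of the 195 peaks lay in promoters within 1 kb (25.6%). Random lists of as many Ov1.1 peaks had 15.3% on average (95% of lists 10.8% to 20%), and 0 of 10000 lists reached the observed share. The median fold enrichment of these peaks was 3.21, equal to that of all Ov1.1 peaks, and at percentile 56.9 of the random lists with ties counted in equal parts below and above (3.16 to 3.27). Among peaks past a q-value of 0.01, which moved this most, the median for 124 peaks was at percentile 99.85. These percentiles describe the Ov1.1 library alone. The lowest fragment number of the list was found in 92 of the 227 Ov2.1 peaks and in 26 of the 43 Ov3.1 peaks.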

Based on these data, a set of 49 candidate ChARF3 target genes were identified that were involved in auxin synthesis, transport, signaling pathways, and ovule development (Supplementary Table 5).

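The candidates were joined to their peaks through the opposite-trend lists, which placed 15 at Ov1.1, 28 at Ov2.1 and 6 at Ov3.1, and they come to 48 different genes. The joined peak had the number given in the table for all 44 candidates listed with a peak. The median number of fragments at the summit was 17 for the Ov1.1 candidates, 3 for Ov2.1 and 3.5 for Ov3.1, with a maximum of 25, 6 and 4. Peaks of 5 fragments or fewer lay behind 27 Ov2.1 and 6 Ov3.1 candidates. Of all candidates, 10 had their peak in a promoter within 1 kb and 21 in a distal intergenic region. From the opposite trends in expression, the paper proposes that these are potential target genes regulated by ChARF3.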

## Discussion

As a principal phytohormone of growth and development, auxin controls a variety of diverse responses in plants (Woodward and Bartel, 2005). ARFs are essential proteins in auxin-mediated pathways and have critical roles in plant growth, development, and stress responses, including reproductive organ development. In this study, the recently developed reference genome database on the HOD was employed to identify and analyze the members of the hazel *ARF* gene family, using a combination of bioinformatics and experimental approaches, revealing the physicochemical properties (Table 1), phylogenetic relationship (Figure 1), and structural characterization (Figures 2A,B) of the *ChARF* gene family. Based on previous RNA-Seq data (Liu et al., 2020), 14 *ChARFs* were identified in hazel. Among these, *ChARF3*, a repressor, showed the lowest expression level at stage Ov2 of early ovule growth (containing ovule fertilization process) and the most significant differences among the four stages, suggesting that *ChARF3* might coordinate ovule development by reducing the inhibition of its downstream genes. *ChARF3* was homologous to *PpARF2B* and *VvARF6* and was classified into Class I *AtARF1/2* (Figure 1). Additionally, IHC localization was performed, suggesting that auxin was essential for ovary initiation and that ChARF3 was enriched in the vigorous growth area of the ovary and ovule, including the ovary primordium, funiculus, integument, radicle, and cotyledon (Figures 3, 4). Combining the gene family, gene expression, and IHC analysis results, it was hypothesized that ChARF3 regulated the ovary and ovule development processes. Subsequently, genome-wide binding sites and genes mediated by ChARF3 were identified via ChIP-Seq and RNA-Seq, and target genes with a trend in expression changes that were opposite to that of *ChARF3* were examined. These findings provided a better understanding of hazel ovule development regulation.

### ChARF3 Targeted Auxin Biosynthesis, Transport, and Signal Transduction Genes

Indole-3-pyruvate monooxygenase YUCCA10 (YUC10), LAX5, and the efflux carrier protein likes 7 (PIN7) have key roles in auxin biosynthesis, transport, and distribution (Schrader et al., 2003). In maize, YUC10 mediates auxin biosynthesis in the embryo sac (Chettoor and Evans, 2015). In *Arabidopsis*, early axis formation requires PIN7-mediated auxin asymmetry during embryogenesis (Xiong et al., 2019). *YUC10* (Cor0034390.1 and Cor0179200.1) was 8.96-fold upregulated and 1.19-fold downregulated in the Ov1-vs-Ov2 and Ov2-vs-Ov3 comparisons, respectively. 

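The peak of PIN7 (Cor0204530.1) was found at Ov2.1 on tig00006953 from 89084 to 89409, 1962 bp downstream of the transcription start site. It had 5 fragments over a background of 0.303 (q = 0.00242), and its fold enrichment was above that of 80.0% of the Ov2.1 peaks. The fold enrichment of the Ov1.1 peak of LAX5 was 3.45.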

*LAX5* (Cor0100160.1) and *PIN7* (Cor0204530.1), which were ChARF3 target genes in stages Ov1.1 and Ov2.1, were upregulated and downregulated in the Ov1-vs-Ov2 and Ov2-vs-Ov3 comparisons, respectively. 

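A YUC10 gene had a peak at each of the earlier stages. The Ov1.1 peak of Cor0034390.1 lay on tig00007297 from 3273902 to 3274319, 169 bp from the transcription start site, with 18 fragments over a background of 5.37 (q = 0.00699). The Ov2.1 peak of Cor0179200.1 was distal intergenic on tig00006933 from 343271 to 343864, at -3478 bp from the start site. It had 3 fragments over a background of 0.199. The fold enrichment was above that of 30.5% of the Ov1.1 peaks for the first of these and of 24.0% of the Ov2.1 peaks for the second.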

*YUC10, LAX5*, and *PIN7* expression changes might change auxin distribution in the ovule, and ChARF3 was hypothesized to be involved in the regulation of auxin biosynthesis and transport through its regulatory effect on these genes.

ARFs are responsible for the regulation of expression of early auxin response genes, including *Aux/INDOLE-3-ACETIC ACID* (*AUX/IAAs*) and *SMALL AUXIN-UP RNAs* (*SAURs*) (Hagen and Guilfoyle, 2002). In *Arabidopsis* and tomato, IAA4/9/30 are pivotal mediators of auxin in fruit initiation and embryo maturation (Wang et al., 2005; Braybrook et al., 2006; Goetz et al., 2006; Pomares-Viciana et al., 2019). Among ChARF3 targets, *IAA9* (Cor0110070.1) and *IAA30* (Cor0096370.1) were 1.24- and 2.43-fold upregulated in the Ov1-vs-Ov2 comparison, and *IAA4s* (Cor0086990.1 and Cor0140470.1) was 4.05- and 1.40-fold downregulated in the Ov2-vs-Ov3 and Ov3-vs-Ov4 comparisons, respectively. Cell expansion is a fundamental process essential for plant growth and development, and SAURs modulate polar auxin transport and play a key role in cell expansion (Weijers et al., 2006). In *Arabidopsis*, SAUR32 negatively regulates cell expansion (Park et al., 2007). At stages Ov1 and Ov2, the *SAUR32* (Cor0157210.1 and Cor0036810.1) expression was relatively higher. At stage Ov2.1, *SAUR32* (Cor0036810.1) was targeted by ChARF3, and its expression was inhibited by 2.15-fold in the Ov2-vs-Ov3 comparison, which might be beneficial for cell expansion in the ovule, an essential process underlying fruit initiation. These results indicated that ChARF3 mediated fruit initiation by targeting *IAA4/9/30* and *SAUR32*.

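IAA30 (Cor0096370.1) had an Ov1.1 peak on tig00006927 from 1218816 to 1219198, 729 bp from the transcription start site, with 14 fragments over a background of 3.68 (q = 0.0112). The IAA4 gene Cor0086990.1 had a distal intergenic Ov2.1 peak on tig00007265 from 2124156 to 2124490, at -3816 bp, with 3 fragments over a background of 0.201. Of the SAUR32 genes, Cor0157210.1 had an Ov1.1 peak on tig00007167 from 751631 to 751917, 123 bp from the start site, with 23 fragments over a background of 7.70. Cor0036810.1 had an Ov2.1 peak on tig00007011 from 2504026 to 2504369, 2906 bp from the start site, with 3 fragments over a background of 0.276 (q = 0.0498). The fold enrichment was above that of 48.1% of the Ov1.1 peaks for IAA30 and 17.3% for the SAUR32 gene. Among the Ov2.1 peaks these values were 23.9% for IAA4 and 0.513% for the other SAUR32 gene.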

### ChARF3 Targeted Important Regulators of Ovule Development

Several classes of MIKCc-type genes, called floral MADS-box genes, are involved in the regulation of floral component (organs) development and flowering time (Weigel and Meyerowitz, 1994; Theissen et al., 2000). According to the floral quartet model, floral organ identity of the carpel and ovule is determined by specific combinational quaternary complexes consisting of AG-AG-SEP-SEP and SEP-AG-STK-SHP heterodimers, respectively (Theissen, 2001; Maejima et al., 2014). In rice, *OsMADS6/MOSAIC FLORAL ORGANS 1* (*MFO1*) belongs to the *AGL6* clade, a sister clade to E function SEP-like genes (Li et al., 2010). *AGL*6-like genes regulate carpel and ovule development and floral meristem determinacy (Li et al., 2011). Cor0152110.1, a gene homologous to *OsMADS6/MFO1*, was downregulated 1.57-fold in Ov2-vs-Ov3. In *Arabidopsis*, Seedstick/Agamous like 11 (STK/AGL11) is a key TF that controls ovule identity, with its RNA accumulating in developing ovules (Rounsley et al., 1995; Pinyopich et al., 2003). Similarly, STK of the woody plant *Prunus persica* is also important for embryo development (Tani et al., 2009). In hazel, STK encoded by Cor0188960.1 showed the highest expression at stage Ov2, ChARF3 bound to its promoter (<=1 kb) at Ov2.1, and gene expression decreased by 2.13-fold. *AGAMOUS* subfamily members associate with reproductive organ identity determination, fruit, seed development, and cell specification (Gong et al., 2004; Yu et al., 2014). At stage Ov2.1 and Ov3.1, *AGL21* (Cor0032980.1) and *AGL61* (Cor0063970.1) expression decreased by 2.51- and 1.43-fold in Ov2-vs-Ov3 and Ov3-vs-Ov4 pairwise comparisons, respectively. Collectively, ChARF3 regulated ovule development by coordinating the expression of *MADS* genes, including *MFO1, STK, AGL21*, and *AGL61*.

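MFO1 (Cor0152110.1) had a distal intergenic Ov2.1 peak on tig00007107 from 668551 to 668940, at -7508 bp from the transcription start site, with 3 fragments over a background of 0.272 (q = 0.0480). Its fold enrichment was above that of 2.71% of the Ov2.1 peaks. The AGL21 peak across the start site had q = 0.0270, and the AGL61 peak had q = 0.000618.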

Many important TFs, such as AP2-like ethylene-responsive transcription factor (AP2/ERF) PLT2 (PLT2), LEAFY (LFY), FT-interacting protein (FT), suppressor of constans overexpression 1 (SOC1), and transcription factor TCP (TCP), participate in flower and fruit development involving cell division and proliferation (Nagpal et al., 2005; Poza-Carrión et al., 2007; Mähönen et al., 2014) as well as flowering decision and time (Lee and Lee, 2010). 

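For FT, the Ov2.1 peak of Cor0209610.1 lay on tig00002377 from 74943 to 75311, 43 bp from the transcription start site, with 4 fragments over a background of 0.195 (q = 0.00462). That of Cor0024610.1 lay on tig00006985 from 4960119 to 4960861, 2372 bp from the start site, with 5 fragments (q = 0.000398). SOC1 gene Cor0083230.1 had an Ov1.1 peak of 14 fragments on tig00007149 from 1166820 to 1167107, 2441 bp from the start site. SOC1 gene Cor0152090.1 had an intronic Ov1.1 peak of 15 fragments on tig00007107 from 631692 to 632095 and a distal intergenic Ov2.1 peak of 4 fragments from 616757 to 617226. TCP gene Cor0043840.1 had distal intergenic peaks at both stages, at 40355 bp from the start site at Ov1.1 (17 fragments) and at -15496 bp at Ov2.1 (3 fragments). TCP gene Cor0120020.1 had an Ov2.1 peak on tig00006870 from 702642 to 703168, at -1349 bp, with 6 fragments over a background of 0.382 (q = 0.000702). By fold enrichment, the FT peaks were above 65.8% and 87.6% of the Ov2.1 peaks, and the Ov2.1 peak of Cor0152090.1 was above 56.4%. The Ov2.1 TCP peaks were above 4.40% for Cor0043840.1 and 90.2% for Cor0120020.1. Of the Ov1.1 peaks, that of Cor0083230.1 was above 48.1%, that of Cor0152090.1 above 64.7% and that of Cor0043840.1 above 85.4%. The LFY peak at Ov3.1 had q = 0.0176.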

At stages Ov1.1 to Ov3.1, ChARF3 bound to *PLT2* (Cor0106490.1), *LFY* (Cor0126310.1), *FT* (Cor0209610.1 and Cor0024610.1), *SOC1* (Cor0083230.1 and Cor0152090.1), and *TCP* (Cor0043840.1 and Cor0120020.1), suggesting that ChARF3 might regulate the expression of these TFs to coordinate ovule development. Previously, the effects of *FT, SOC1*, and *LFY*, a set of flowering activators, were demonstrated on primordial ovary formation or ovule differentiation and growth (Cheng et al., 2018b). Here, it was demonstrated that this set of flowering activators might be regulated by ChARF3, and new insights into the molecular mechanism of ovule development were obtained.

### Model for ChARF3 Action in the Regulation of Hazel Ovule Development

Based on the results mentioned above, we propose a preliminary model for the ChARF3 transcriptional regulatory framework during ovule development and growth in hazelnut. In the Ov1-vs-Ov2 comparison, downregulated *ChARF3* expression levels might relieve the inhibition of a set of target genes, including *YUC10, LAX5, IAA9/30, SAUR32, PLT2*, and *SOC1*. These target genes regulate auxin biosynthesis and transport, cell expansion, flower development, and fruit initiation (Schrader et al., 2003; Wang et al., 2005; Braybrook et al., 2006; Park et al., 2007; Lee and Lee, 2010; Mähönen et al., 2014; Chettoor and Evans, 2015), suggesting that ChARF3 may coordinate them to regulate ovule formation and early ovule growth. In the Ov2-vs-Ov3 comparison, the upregulation of ChARF3 expression negatively regulated target genes, including *YUC10, PIN7, IAA4, SAUR32, TCP14, AGL21, MFO1, STK, FT*, and *SOC1*. These target genes were involved in auxin biosynthesis and transport, cell division and proliferation, ovule identity, and flower development (Schrader et al., 2003; Gong et al., 2004; Nagpal et al., 2005; Park et al., 2007; Tani et al., 2009; Lee and Lee, 2010; Kieffer et al., 2011; Li et al., 2011; Yu et al., 2014; Chettoor and Evans, 2015; Cheng et al., 2018b; Xiong et al., 2019); inhibition of their expression might be beneficial for rapid ovule growth. Similarly, in the Ov3-vs-Ov4 comparison, upregulated ChARF3 inhibited genes encoding the flowering regulators IAA4, AGL61 and LFY, suggested that ChARF3 contributed to the regulation of ovule maturity through its inhibitory effect on embryo maturation-related gene *IAA4* (Pomares-Viciana et al., 2019) and the floral component development gene *AGL61* (Tekleyohans et al., 2017) and *LFY* (Cheng et al., 2018b). These insights provide a new dimension to ChARF3-mediated gene regulation during ovary initiation and ovule development in hazel.

## Data Availability Statement

The original contributions generated for the study are publicly available. This data can be found here: The RNA-Seq data have been deposited in the NCBI Sequence Read Archive under the accession number PRJNA591492 (https://www.ncbi.nlm.nih.gov/sra/?term=PRJNA591492). The ChIP-Seq data, including raw sequencing data, peak files, and track bigwig files, have been submitted in the NCBI Sequence Read Archive under the accession number PRJNA732731 (https://www.ncbi.nlm.nih.gov/sra/?term=PRJNA732731) and Gene Expression Omnibus (GEO) database under the accession number GSE176170.

## Author Contributions

JL and YC contributed to study conception and design, collection and/or assembly of data. JL, YC, and HW contributed to data analysis and interpretation. HW and JL contributed to writing the manuscript. YS, HW, XZ, and HH prepared samples and performed experiments. HW contributed to the bioinformatics analysis. All authors have read and approved the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Genome-Wide Identification of the ARF Gene Family and ARF3 Target Genes Regulating Ovary Initiation in Hazel via ChIP Sequencing
**Source:** Front Plant Sci. 2021 Aug 10;12:715820. doi: 10.3389/fpls.2021.715820
**Supplement:** Supplementary Figure 1 — Specificity of polyclonal antibody against ChARF3.

Supplementary Material

# Supplementary Data

## Data Availability Statement

The RNA-seq data with three biological replicates have been deposited in the NCBI Sequence Read Archive (<https://www.ncbi.nlm.nih.gov/sra/?term=PRJNA591492>). The ChIP-Seq data, including raw sequencing data, peak files, and track bigwig files, have been submitted in the NCBI Sequence Read Archive under the accession number PRJNA732731 (https://www.ncbi.nlm.nih.gov/sra/?term= PRJNA732731) and Gene Expression Omnibus (GEO) database under the accession number GSE176170 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE176170>).

# Supplementary Figures and Tables

## Supplementary Figures

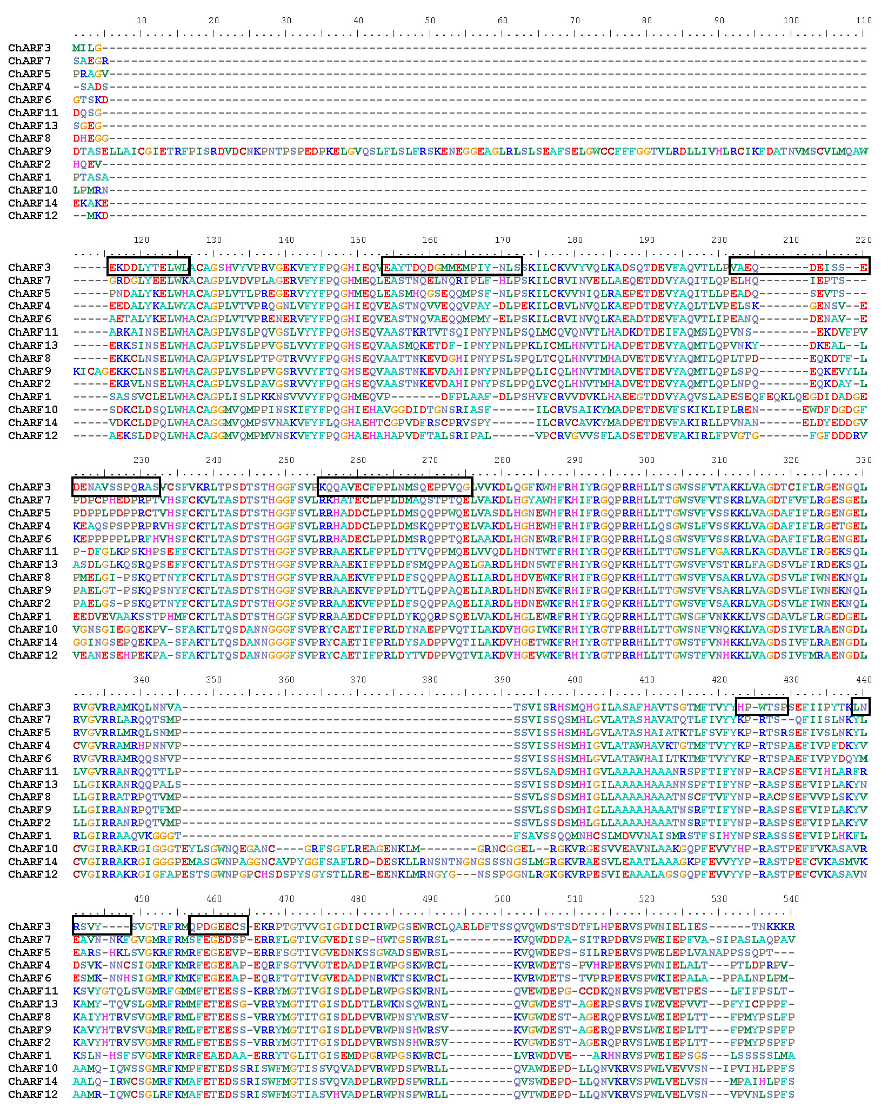

**Supplementary Figure 1.** Specificity of polyclonal antibody against ChARF3. Our gene family bioinformatics analysis with RNA-Seq data revealed 14 specific members of ChARF transcription during hazelnut ovary development. ChARF3 possesses some short peptide sequences (black rectangles) which is specific to homologies of ChARF3 used for developing the antibody.

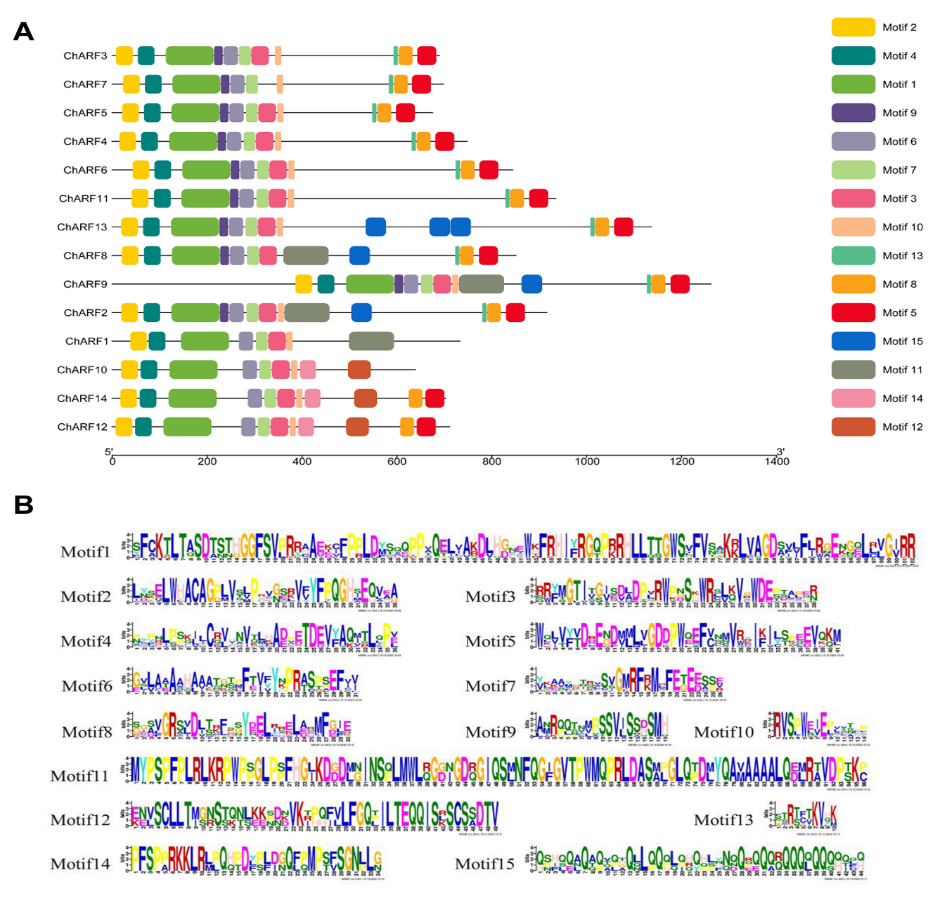

**Supplementary Figure 2.** Distribution of the identified motifs in ChARF gene family. The online software MEME was employed to investigate the motif distributions in all 14 ChARFs, with 15 motifs identified.

## Supplementary Tables

**Supplementary Table 1.** List of potential ChARF3 target genes at three ovule development stages

**Supplementary Table 2.** Motif analysis of ChARF3-binding sites at three ovule development stages

**Supplementary Table 3.** Significant enriched KEGG pathways at three ovule development stages in hazel

**Supplementary Table 4.** ChARF3 regulated target genes at three ovule development stages

**Supplementary Table 5.** List of target genes involved in auxin synthesis, transport, and signaling pathways as well as regulation of ovule development in hazel

How the deposited data were processed for this re-analysis (not part of the article)

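ChIP-Seq of ChARF3 in hazel ovules gave 6 libraries, 1 ChIP and 1 input library at each of 3 stages. With no replicate, no test compares the stages, and shares and numbers carry exact intervals for counting error. The authors filtered the reads with the NGS QC Toolkit, aligned them with Bowtie2 and called peaks per stage with MACS2 at a q-value of 0.05 with the input as control. Versions of these tools, the genome release, duplicate handling and the genome size are not given in the sources used here. The ChIP libraries had 25585897, 30312827 and 18940594 mapped reads by the paper's Table 2, and the depth behind a single peak was taken from the solved fragment number.

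The deposited score of a peak is the whole part of 10 times its -log10 q, with a maximum of 1000. The deposited fold enrichment is a linear ratio of the ChIP to the background computed from the input, and the deposited p and q are on the -log10 scale. These values were used to describe, rank or filter peaks within their own list. Fragment numbers and backgrounds were solved from each fold enrichment and p. These solved numbers, the median fold enrichments and the numbers of peaks left by a limit are also set side by side for the stages, and as descriptions of the lists they show no change in binding. In a test on simulated data, the solver recovered the fragment number of 100% of the simulated peaks at each stage. The comparison of positions was tested on simulated peaks too, with 8 overlaps found where none was planted (random mean 6.22) and 207 where 200 were planted (random mean 6.45).

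Genomic classes, closest genes and distances are those of ChIPseeker in Supplementary Table 1, joined by contig, start and end. Motif shares are those of HOMER in Supplementary Table 2, pathway counts come from Supplementary Table 3, and the opposite-trend and candidate genes from Supplementary Tables 4 and 5. The expression changes were computed by the authors with DESeq2 and were not recomputed here. Random placements and random lists numbered 10000 with a fixed seed, and contig spans were taken from the largest coordinate seen on each contig, 309 Mb over 323 contigs. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

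The genes named are all those that the paper names by symbol and identifier as bound by ChARF3, with ChARF3 itself. Their values in the supplementary tables had been seen when this rule was set. At each stage the 3 peaks highest by fold enrichment and by -log10 q are named too. Contig tig00007282 was singled out after its values were seen, and so was the gene under which Supplementary Table 5 lists ERF4. The alternatives were stricter limits on q and fold enrichment, merged peaks, other read totals, other definitions of a shared position and the other Poisson tail. Classes from start-site distance and overlap with the closest gene, unadjusted motif p-values and the EASE test were alternatives too. The main settings and most alternatives were chosen before the data were examined. Genome sequence, alignments, GO annotation and RNA-Seq data were not used here, and the Ov3.1 classes and closest genes were used only for genes of Supplementary Tables 4 and 5.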

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

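The tests on this region were chosen only after the result was seen. On contig tig00007282, from 1370677 to 1511476 (141 kb), lay 14 Ov2.1 peaks and 15 Ov3.1 peaks, and 0 Ov1.1 peaks. The paper does not report on this region. Its bounds are the outer edges of the overlapping Ov2.1 and Ov3.1 peaks on this contig, so the number of peaks inside it is not a test. The peaks of the region are 10 of the 10 Ov2.1 peaks and 9 of the 10 Ov3.1 peaks with the highest -log10 q. The median number of fragments was 67.5 at Ov2.1 and 40 at Ov3.1. The Ov2.1 peaks of the region had 7 closest genes.

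A candidate explanation is a region of high read background, such as sequence present in more copies in the plant than in the assembly. The median background of the region's Ov2.1 peaks was 12.0 times that of all Ov2.1 peaks, and at Ov3.1 the ratio was 44.6. The background was therefore raised at both stages. It leaves open why the ChIP signal was above this background, with a fold enrichment of up to 28.5 at Ov2.1 and 11.4 at Ov3.1. The copy number of the region and reads shared with other copies were not tested, and a stage difference in binding stays open and untested, since each stage has 1 library.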

How the results depend on the processing

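Tests chosen only after the result was seen are the probability at or above the fragment number as a limit on peaks, peak midpoints within 500 bp, the lists without contig tig00007282, the number of motif sequences at which every share is whole, 1 peak per gene and the joint C2H2 and C2C2 label. Over 35 results, 98 alternatives were computed, of which 47 left the value within its limits. For numbers of peaks, target genes and pathways, these limits allowed a change of up to 1.5-fold. The 47 therefore include large changes, such as 885 Ov1.1 target genes at a q-value of 0.01 against 1306. They also include 10 Ov2.1 pathways by the EASE test against 15. Merging peaks within 1 kb, the tighter tolerance and uniquely mapped reads changed no call. Summits within 500 bp were not run, since the deposited lists give no summit. No paired analysis was possible because each stage has 1 ChIP library. The cause of a change was not tested unless the alternative itself removes peaks or genes.

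At Ov1.1, Ov2.1 and Ov3.1, a q-value of 0.01 left 932, 619 and 527 peaks, a q-value of 0.001 left 389, 206 and 179, and a fold enrichment of at least 4 left 143, 568 and 331. The probability at or above the fragment number, with the same limit on p, left 1289 Ov1.1, 651 Ov2.1 and 330 Ov3.1 peaks. Relative to Ov1.1, peaks per 1000000 clean reads were 0.966 at Ov2.1 and 0.649 at Ov3.1, and per 1000000 mapped reads at a q-value of 0.01 they were 0.561 and 0.764. With the other Poisson tail, 192, 78 and 74 peaks were solved, with a median of 19, 11 and 13 fragments. At a q-value of 0.01 the medians were 18, 5 and 4.

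With a fold enrichment of at least 4, the Ov1.1 shares were 17.5% in promoters within 1 kb, 25.9% in exons and 22.4% in distal intergenic regions. At Ov2.1, 20.5% had the exon or intron class. A further 61.9% had neither of these classes nor that of promoters within 1 kb, a share that was 62.0% at a q-value of 0.01. It keeps the promoter classes beyond 1 kb, which include peaks downstream of the start site, so it is not a share outside genes. Another class rule used the distance to the start site and overlap with the closest gene. Beyond 1 kb of the start site, peaks that overlapped this gene were 39.4% and 21.6% at Ov1.1 and Ov2.1. Those that did not were 45.3% and 61.8%. Ov2.1 target genes fell to 585 at a q-value of 0.01 and to 752 without distal peaks.

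With at least 50% of both peaks shared, 2 Ov2.1 and 2 Ov3.1 peaks lay on Ov1.1 peaks. These were above the random means of 1.71 and 1.14, but within the random range. Without contig tig00007282, 3 Ov3.1 peaks lay on Ov1.1 peaks, also just above the random mean (2.96), and 4 lay on Ov2.1 peaks, no longer beyond the random range. Motifs under an unadjusted p of 0.05 numbered 78, 37 and 37. With C2H2 and C2C2 labels together, 7.29% of motifs had the label. The EASE test left 10 Ov1.1 and 2 Ov3.1 pathways. The median of the opposite-trend peaks was at percentile 46.07 of random lists by -log10 q and at 56.9 by fold enrichment. By both measures it equalled the median of all Ov1.1 peaks, and ties among the random lists place these percentiles, so they show no change of direction. Past a q-value of 0.01 it was at percentile 99.85 by fold enrichment. The low fragment numbers at Ov2.1 and Ov3.1 limit how finely their peaks can be ranked.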

Differences from the paper's values

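Counting C2H2 and C2C2 labels together, or zinc finger and C2H2 labels together, was chosen only after the result was seen. Cys2His2-like motifs make up 7% of all motifs by the paper's value and 2.92% by the C2H2 label in Supplementary Table 2. No alternative set before the data were examined bears on this share. With C2H2 and C2C2 labels counted together the share was 7.29% (60 in place of 24 motifs, none dropped), a setting chosen after seeing the values and found by looking through the labels for a grouping near the paper's value. With zinc finger and C2H2 labels together it was 11.4%. How the paper grouped the labels is not given in the sources used here.

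The paper puts zinc finger motifs first among the families, whereas by label MYB and MYB-related (9.23%) and AP2/ERF motifs (8.87%) came before zinc finger motifs (8.51%), and MYB without MYB-related came after (6.56%). The paper describes the CUP-SHAPED COTYLEDON2, WRKY25 and SEPALLATA3 motifs as significantly enriched. Their unadjusted binomial p-values were 0.00179, 0.00287 and 0.00203, and after Benjamini-Hochberg adjustment over all motifs they were 0.245, 0.992 and 0.984, with the deposited peaks as the number of sequences. With 895 Ov3.1 sequences, chosen after seeing the data, the SEPALLATA3 values were 0.00229 and 0.996. The paper names exons and promoters within 1 kb as the preferred Ov1.1 classes. Exons came first, and promoters at 1 to 2 kb (16.9%) and distal intergenic regions (15.8%) had larger shares than promoters within 1 kb (15.3%), within overlapping intervals. With a fold enrichment of at least 4, an alternative set before the data were examined, promoters within 1 kb (17.5%) came before promoters at 1 to 2 kb (7.69%) and after exons (25.9%) and distal intergenic regions (22.4%). The paper describes a decline in peaks over the stages. The numbers decline, and per 1000000 clean reads, an alternative set before the data were examined, the values also decline, from 37.1 at Ov1.1 to 35.8 at Ov2.1 and 24.0 at Ov3.1. Per 1000000 mapped reads Ov2.1 (45.0) and Ov3.1 (47.1) were not in that order, with overlapping intervals, and neither were they per 1000000 uniquely mapped reads (83.8 and 91.7) or per 1000000 mapped reads at a q-value of 0.01 (20.4 and 27.8). With a fold enrichment of at least 4, also set before the data were examined, Ov1.1 had the fewest peaks, with 143, 568 and 331 at Ov1.1, Ov2.1 and Ov3.1, although the same limit on fold enrichment asks for different fragment numbers over the backgrounds of the stages. For 11 genes bound by ChARF3 the paper's text gives a change in expression and calls it fold. All 11 equal the size of the log2 value of Supplementary Table 4 when rounded to 2 decimals, and 0 equal the linear fold. For YUC10 the paper's 8.96 and 1.19 are log2 values of 8.96 and -1.19 in that table, or 497-fold and 2.29-fold on a linear scale.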

Other observations

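The tests of fragment numbers at Ov3.1 and of the background of shared positions were set beforehand, and those of read depth, background per bp, unrelated positions and 1 peak per gene were chosen only after the result was seen.

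The Ov2.1 and Ov3.1 peaks had few fragments at the summit. Of the Ov3.1 peaks, 93.3% had 5 fragments or fewer over a background under 1, and of the Ov2.1 peaks 89.1%. The Ov3.1 list may thus rest on few distinct ChIP fragments. Fewer mapped reads do not account for the low background. Divided by the length of the shortest peak, the commonest background was 4.08% of that at Ov1.1 for Ov2.1 and 2.5% for Ov3.1, whereas the mapped reads were 118% and 74.0%. Removal of duplicate reads, a different use of read pairs or a different scaling of the input stay open and were not tested, and no biological explanation was tested.

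The number of peaks was lower at Ov3.1 than at Ov1.1, and so was the number of mapped reads. Per 1000000 mapped reads there were 47.1 peaks at Ov3.1 against 55.2 at Ov1.1. Depth and stage cannot be told apart here, because each stage has 1 library and peak numbers need not scale with reads.

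Of the Ov2.1 peaks 2, and of the Ov3.1 peaks 3, lay on Ov1.1 peaks, no more than in random placements. This is consistent with unrelated peak positions between the Ov1.1 list and the later lists. A change of binding sites between the stages would give the same numbers and stays open. The Ov3.1 peaks shared with Ov2.1 had a median background 39.0 times that of the unshared Ov3.1 peaks, so the shared positions may be regions of high background. That ratio rests on contig tig00007282, and without it the ratio was 0.773 over 4 shared peaks.

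The Ov1.1 peaks of opposite-trend genes lay more often in promoters within 1 kb than random Ov1.1 peaks. At Ov2.1 the share was 20.3% (46 of 227 peaks), against 16.6% of all Ov2.1 peaks with a class. At Ov3.1 it was 16.3% (7 of 43). The later lists were not tested, so the pattern is given for the Ov1.1 library alone. At Ov2.1 a class was held for 1339 of 1364 peaks, so such a test was possible there but was not run. At Ov3.1 classes were used only for genes of Supplementary Tables 4 and 5. The choice of 1 peak per gene does not account for the Ov1.1 share, since with 1 peak per gene, the closest to the start site, the share was still at percentile 99.97 of random lists. Whether genes expressed in ovules have more promoter peaks in any case was not tested, since no list of all expressed genes was used here. The paper does not report this share.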
